# A Genome-Wide Perspective of miRNAome in Response to High Temperature, Salinity and Drought Stresses in *Brassica juncea* (Czern) L

**DOI:** 10.1371/journal.pone.0092456

**Published:** 2014-03-26

**Authors:** Ankur R. Bhardwaj, Gopal Joshi, Ritu Pandey, Bharti Kukreja, Shailendra Goel, Arun Jagannath, Amar Kumar, Surekha Katiyar-Agarwal, Manu Agarwal

## Abstract

Micro RNAs (miRNAs) are involved in diverse biological processes including adaptive response towards abiotic stresses. To unravel small RNAs and more specifically miRNAs that can potentially regulate determinants of abiotic stress tolerance, next generation sequencing of *B. juncea* seedlings subjected to high temperature, high salt and drought conditions was carried out. With the help of UEA sRNA workbench software package, 51 conserved miRNAs belonging to 30 miRNA families were identified. As there was limited genomic information available for *B. juncea*, we generated and assembled its genome sequence at a low coverage. Using the generated sequence and other publically available *Brassica* genomic/transcriptomic resources as mapping reference, 126 novel (not reported in any plant species) were discovered for the first time in *B. juncea*. Further analysis also revealed existence of 32 and 37 star sequences for conserved and novel miRNAs, respectively. The expression of selected conserved and novel miRNAs under conditions of different abiotic stresses was revalidated through universal TaqMan based real time PCR. Putative targets of identified conserved and novel miRNAs were predicted in *B. rapa* to gain insights into functional roles manifested by *B. juncea* miRNAs. Furthermore, SPL2-like, ARF17-like and a NAC domain containing protein were experimentally validated as targets of miR156, miR160 and miR164 respectively. Investigation of gene ontologies linked with targets of known and novel miRNAs forecasted their involvement in various biological functions.

## Introduction

Crop yield is determined by a multitude of factors that includes genetic makeup and both biological and non-biological challenges. Abiotic stresses for e.g., exposure to short/long periods of non-optimal temperatures, physical/physiological non-availability of water and soil salinity/sodicity are the major factors affecting the yield. Additionally, in field conditions these stresses occur in combination or succession further limiting the yield potential. For example, high temperature in combination with soil salinity or drought results in heavy yield loss [1], [2]. At the molecular level the immediate effect of stress injury is induction/activation of specific genes or proteins that prevent cellular damage and also aid in recovery [3], [4]. Genome wide expression analysis has revealed the existence of a complex array of stress specific adaptive response that is mediated by induced/activated genes/proteins. Though there are specific pathways for each stress, some key proteins act as nodal components wherein stress responsive signal transduction pathways integrate [5], [6].

Small RNAs have emerged as ubiquitous key molecules regulating gene expression [7]–[10]. The repressive effects of small RNAs have been observed at transcriptional, post-transcriptional as well as translational levels [11]. In plants, small RNAs and more specifically, miRNAs have been functionally associated with development [12], [13], biotic [14]–[17] as well as abiotic stresses [18], [19]. Following the first report of miRNA discovery in plants [7] significant advancements and refinements have been made in sequencing technologies which has led to discovery of small RNAs at an unprecedented scale. The first high-throughput sequencing approach to discover small RNAs in plants was adopted by Lu *et al.* (2005) [20] and since then 7389 miRNAs have been discovered in 73 different plant species (miRBase v20).

The involvement of miRNAs in controlling cellular response to abiotic stresses has been well documented. Regulation of miRNAs by abiotic stresses was initially reported independently by Jones-Rhoades *et al.* [21] and Sunkar *et al.* in 2004 [22]. Subsequently, a number of reports were published which reiterated that miRNAs are themselves regulated by abiotic factors and they, in turn, control the levels of target genes involved in governing the stress responses. Two of the most glaring examples are miR398 and miR395, which have been repeatedly shown by independent groups to regulate cellular response in many different stresses [23]–[28]. Other miRNAs that play significant role during abiotic stresses include miR169 family members that regulate drought stress response in *Arabidopsis*, miR399 governing targeted protein degradation and phosphate distribution, and miR393 helping plants to survive limited nitrogen condition [29]–[34]. Recently, Song *et al*. has shown the involvement of miR394 in salinity and drought stress via regulation of *LEAF CURLING RESPONSIVENESS* (*LCR*) which encodes a F-box containing protein. It was demonstrated that MIR394a overexpression and *lcr* mutant lines in Arabidopsis were hypersensitive to salinity. Moreover, constitutive overexpression of *LCR* exhibited enhanced tolerance against drought while plants overexpressing miR394-resistant *LCR* were drought susceptible [35].

Initial discovery of miRNA in *Brassica* was reported in 2007 when Xie *et al.* identified 21 miRNAs in *B. napus* using computational methods [36]. They also demonstrated differential modulation of five miRNAs in response to auxin, cadmium stress and sulphate deprivation. Pant *et al.* (2009) for the first time performed deep sequencing of small RNA libraries to identify phosphate deprivation responsive miRNAs in *B. rapa* and *Arabidopsis* [37]. A comprehensive study on global miRNA response against phosphate deficiency and cadmium stress in *B. napus* was performed by Huang *et al.* [38]. They further validated *BnAPS3*, *BnAPS4* and *BnSultr2;1* as targets of miR395. Subsequently, several studies have reported both conserved and novel miRNAs from *B. rapa* [39]–[41], *B. napus* [42]–[45], *B. oleracea* [46] and *B. juncea* [47].

*Brassica juncea* (Czern) L. (AABB, 2n = 36) is an amphidiploid species which originated from interspecies crosses between *B. rapa* (AA, 2n = 20) and *B. nigra* (BB, 2n = 16). It is commonly known as Indian mustard or brown seeded mustard and widely grown as an oilseed crop [48], [49]. Like all crop systems, exposure of soil salinity, high temperature and drought at specific developmental stages of Brassicas leads to compromised growth and development [50]–[54]. For example, high temperature stress during pod development results in reduced seed setting [55]. Similar yield loss has been observed upon drought treatment during pod development [56]. Increased soil salinity during early development exhibit reduction in shoot and root length, decreased leaf relative water content and increased oxidative stress [57]. Hence, to discover the *B. juncea* stress-responsive miRNAs we utilized highthroughput sequencing to sequence millions of small RNA molecules in *B. juncea* seedlings subjected to supra-optimal temperatures, high salt concentrations and drought stress. Present study provides a genome-wide perspective of miRNAome under three abiotic stresses that are pertinent with respect to their detrimental effects on crop productivity. The discovered miRNAs and their targets have a potential to be used either to study the molecular mechanisms of stress signaling or for manipulating the tolerance levels against abiotic stresses.

## Materials and Methods

### Plant Material and Growth Conditions

*Brassica juncea* var. varuna seeds were obtained from Indian Agricultural Research Institute (IARI), Delhi, India. Seeds were surface sterilized with 2% sodium hypochlorite solution for ten minutes, followed by extensive washes with sterile water and hydroponically grown in a plastic container lined at the top with muslin cloth. The trays were placed in a growth room (Bhanu Biotech, India) maintained at 24°C±1 with a 16 h day/8 h night photoperiod.

### Stress Conditions and Treatment

Seven day old seedlings were subjected to various abiotic stresses. Heat stress was given at two different temperatures, 35°C and 42°C, for 30 min, 2 h, 4 h and 8 h by decanting the water from the growth container and placing it in a BOD incubator (Scientific Systems, India). Salinity stress was given at two different concentrations, 150 mM NaCl and 250 mM NaCl, for 3 h, 6 h, 12 h and 24 h by replacing the water from the container with NaCl solution. Similarly, drought stress was given with 20% PEG and 300 mM mannitol for 1 h, 3 h, 6 h and 12 h. Untreated seedlings were taken as control. Equal amounts of seedling tissues obtained from all time-points of each stress were pooled as one sample. In this manner, three separate samples were collected for three different abiotic stresses, which are hereafter referred as BJH (*B. juncea* high temperature stress), BJS (*B. juncea* salinity stress) and BJD (*B. juncea* drought stress). Untreated seedlings were named as BJC (*B. juncea* control). Tissues were snap-frozen in liquid nitrogen and processed for RNA extraction.

### Small RNA Library Construction and Sequencing

Enriched low molecular weight (LMW) RNA was isolated from BJC, BJH, BJS and BJD samples using GITC-LiCl method with some modifications [58]. Tissue was homogenized in liquid nitrogen and total RNA was extracted using GITC buffer and phenol-chloroform purification steps followed by ethanol precipitation. Total RNA was re-precipitated with lithium chloride to extract low molecular weight RNA. Extracted enriched-LMW RNA was quantified using spectrophotometer (Biorad, USA) and its integrity was checked by 15% Urea-PAGE. Four small RNA libraries *B. juncea* control (BJC), *B. juncea* high temperature stressed (BJH), *B. juncea* salinity stressed (BJS) and *B. juncea* drought stressed (BJD), were prepared utilizing Illumina small RNA sample preparation kit v1 according to manufacturer’s instructions. Briefly, equal amount of enriched-LMW RNA (50 μg) was size fractionated on 15% TBE-urea gel and small RNA fraction (18–40 nt) was excised and purified. RNA adapters were ligated on both ends using T4 RNA ligase followed by cDNA preparation utilizing Superscript II (Invitrogen, USA). The prepared cDNA was PCR amplified and the amplicon of approximately 100 bp was excised from a 6% TBE gel. The quality and quantity of prepared libraries was evaluated utilizing DNA 1000 kit on a bioanalyzer (Agilent, USA). Ultra-deep parallel sequencing was performed using Illumina Genome Analyzer IIx at University of Delhi South Campus, Delhi, India.

### Genomic DNA Library Preparation and Sequencing

Genomic DNA was isolated from *B. juncea* seedlings using CTAB method [59]. The quality and quantity of the extracted DNA was assessed by electrophoresis on a 0.8% agarose gel and spectrophotometer (Biorad, USA), respectively. Three μg gDNA was used to prepare a genomic DNA library utilizing Illumina DNA sample preparation kit according to manufacturer’s instructions. High-throughput pair-end sequencing (2×75 cycles) was performed on Illumina GA IIx sequencer at University of Delhi South Campus, India. High quality reads were assembled through Velvet/Oasis assemblers [60], [61].

### Data Analysis

Images obtained from Illumina GA IIx were converted into text files using genome analyzer pipeline software provided with the GA IIx. The UEA small RNA workbench v2.4 was then used for further analysis [62]. Briefly, after trimming of adapter sequences, tags of length ranging from 16–30 nt were retained and all non-small RNA sequences like low complexity sequences (simple sequence repeats) and degradation species (fragments of tRNA, rRNA, snRNA, snoRNA) were removed. The putative small RNA reads thus obtained were screened for the presence of conserved miRNAs based on their perfect homology with miRBase version 20 [63]–[65]. The remaining dataset was mapped onto the *B. juncea* genome reference dataset (generated in our lab by sequencing on Illumina plateform at 8× coverage; manuscript under preparation), *B. rapa* reference dataset (obtained from BrassicaDB) and reference dataset of other Brassicas (obtained from NCBI). The flanking sequences of varying length on both sides of the mapping position were extracted and processed for prediction of secondary hairpin structure. The secondary structures conforming to the screening criteria inbuilt in the UEA server were used to find out conserved (miRNAs that matched perfectly with sequences of miRBase v20) and novel miRNAs (miRNAs with ≥3 mismatches with sequences reported in miRBase v20). Small RNA sequencing data has been submitted at NCBI in Gene Expression Omnibus database under the accession GES53242.

### Target Transcript Analysis and Validation

Targets of both the conserved and novel miRNAs were predicted utilizing psRNA Target server [66] with no more than three penalty score. Cleavage sites of target mRNAs for few conserved miRNAs were experimentally mapped by RLM-RACE. Briefly, poly A^+^ RNA was isolated by using PolyATract mRNA isolation system IV (Promega, USA). PolyA^+^ mRNA (25 ng) was ligated to RNA adapter provided in First Choice RLM-RACE kit (Ambion, USA) using T4 RNA ligase. Nested gene-specific primers were utilized for amplification of the target gene. The amplicon was gel purified, cloned in pGEMT Easy vector (Promega, USA) and multiple clones were sequenced to map the cleavage site.

### Quantitative Real Time PCR of miRNAs and Target Genes

Ten microgram of RNA was treated with 2 U of RNase free DNase I (NEB, USA) followed by phenol-chloroform extraction and precipitation. Two μg of DNase treated RNA was polyadenylated using Poly A-tailing kit (Ambion, USA) as per manufacturer’s instructions and column purified with RNAeasy minelute kit (Qiagen, GmBH). Subsequently, each sample was reverse transcribed using 1 μg of linker primer and Superscript III (Invitrogen, USA). Quantitative real time PCR of miRNA sequences was performed on Realplex^2^ mastercycler (Eppendorf, Germany). miRNA validation and profiling was done with miRNA specific forward primer (800 nM), universal reverse primer (800 nM), and a TaqMan probe (200 nM) that binds in the linker primer region, using FastStart Universal Probe Master chemistry (Roche, USA). 5S rRNA sequence was used as endogenous control. In case of target genes DNase free RNA was reverse transcribed using iScript reverse transcription kit (Biorad, USA). Target gene expression profiling was done using gene-specific primers and KAPA SYBR FAST chemistry (Kapa biosystems, USA). Actin was used as an internal reference control. C_T_ values obtained through qPCR were analyzed using delta delta C_T_ method to calculate relative fold change values. The details of the primers used in qPCR and other experiments are given in supplementary table S1.

## Results

Four small RNA libraries were prepared from hydroponically grown 7-d old *B. juncea* seedlings. 

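The data are 1 small RNA library for each of 4 conditions, namely untreated control (BJC), high temperature (BJH), salinity (BJS) and drought (BJD). Each stress library pools equal amounts of seedling tissue from all doses and time points of that stress. These were 35 and 42°C for 0.5, 2, 4 and 8 h for high temperature, 150 and 250 mM NaCl for 3, 6, 12 and 24 h for salinity, and 20% PEG and 300 mM mannitol for 1, 3, 6 and 12 h for drought. The authors trimmed the 3′ adapter, counted how often each sequence was read in its library and filtered the sequences by length, complexity, N and matches to tRNA and rRNA. The deposited values are the read counts per sequence after this filter. They held 5367283 reads of 2862953 different sequences in the control library, 2939830 reads of 1701598 in high temperature, 5086694 reads of 2515134 in salinity and 5512562 reads of 3133884 in drought. Each miRNA was counted here by exact match to the sequence listed in Table S4, S6 or S8, and TPM is its share of all reads of the library in parts per 1000000. A single read is worth 0.186 TPM in control, 0.340 in high temperature, 0.197 in salinity and 0.181 in drought. A miRNA with 0 reads may have had up to 0.559, 1.02, 0.590 and 0.544 TPM, respectively, which is the limit set by 3 reads. Fold changes are ratios of TPM in a stress library to TPM in the control library, with an exact (Clopper-Pearson) 95% interval of the ratio conditional on the summed reads of both libraries. The reads come from PCR without molecular identifiers, so intervals and limits cover counting error only. With 1 library per condition no difference has a replicate check and no p-value is given. Scaling by TMM in place of the library total would raise every log2 fold change by 0.04 in high temperature, 0.21 in salinity and 0.12 in drought, and DESeq2 size factors would raise them by 0.06, 0.23 and 0.14.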

Highthroughput sequencing of these libraries resulted in more than 25 million short fragments. Following removal of redundancy nearly 12.6 million sequences were found to be unique. We used UEA sRNA workbench v2.4 for identification of conserved and prediction of novel miRNAs [62].

### Analysis of Small RNA Libraries

Sequencing reads obtained from each of the four libraries were pooled and downstream analysis was carried out on this pooled dataset. Approximately 84% of purity filtered tags had 3′ adapter sequence indicating that most of these sequences were in the desired size range of 21–24 nucleotides (Supplementary Table S2). The adapter sequence was computationally trimmed and digital expression of each sequence was determined by counting the number of times it was represented in the parent library. The removal of redundancy resulted in a dataset of approximately 12.6 million unique reads. These unique sequences were processed through an elimination pipeline (filter module of UEA sRNA workbench) for size selecting the sequences (falling in 16–30 nucleotides range) and removing the degradation species (for e.g. fragments of tRNA, rRNA, sn/snoRNA), low complexity sequences (SSRs/TRs) and invalid tags (having N). The percentage of sequences that did not fall in the size range of 16–30 nt was 19% and 31.9% in case of redundant and unique sequences respectively (Table 1). The percentage of degradation species comprised upto 4.5% in redundant and 0.33% in unique tags indicating that these molecules were over-represented in the redundant dataset. However, the percentage representation of the low complexity sequences (0.006% in redundant and 0.009% in unique) and the invalid tags (1.0% in redundant and 1.5% in unique) was similar in both the redundant and the unique tags (Table 1). The dataset obtained after the elimination pipeline was considered as the putative small RNA dataset. 

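The 51 conserved miRNAs of Table S4, most of which are known regulators of plant transcription factors, took 7.68% of the filtered reads of the control library, 7.79% in high temperature, 5.56% in salinity and 4.78% in drought. A single miRNA, miR156_1, set most of this share, and the other 50 conserved miRNAs together took 0.852%, 0.761%, 1.11% and 0.789%. The 126 miRNAs of Tables S6 and S8 took 0.228% of the control reads, 0.134% in high temperature, 0.189% in salinity and 0.201% in drought. Sequences contained in 5S or 5.8S rRNA made up 0.0148%, 0.00942%, 0.0190% and 0.0162% of the reads that had passed the filter, and sequences contained in plastid tRNA-His, looked at after the data were seen, 0.605%, 1.07%, 8.30% and 1.73%. Of the different sequences of all libraries, 201240 were read in each of the 4 libraries. Between 84.9% (control) and 87.2% (high temperature) of the different sequences of a library were read a single time.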

The percentage of the putative small RNAs was 75.4% (18.9 million) and 66.2% (8.3 million) in the redundant and the unique datasets, respectively (Table 1). Majority of the small RNA population comprised of 24 nt long sequences followed by 23 and 21 nt conforming to previous reports that 24 nt long siRNAs contribute largely to the small RNAs in a cell [67]–[71]. 

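The 24 nt class was the largest in every library. It held 42.6% of the reads in control (95% Wilson interval 42.6 to 42.7%), 41.5% in high temperature, 42.5% in drought and 35.8% in salinity (35.8 to 35.8%). The 23 nt class followed with 21.1% in control, 21.0% in high temperature, 22.1% in drought and 19.1% in salinity. The 21 nt class, to which most conserved miRNAs belong, held 10.7%, 11.6%, 11.9% and 12.0% in control, high temperature, drought and salinity, respectively. In the salinity library the 20 nt class, with 15.2% of the reads, was larger than the 21 nt class, whereas it held 10.4% in control, 11.5% in high temperature and 8.61% in drought. A single 20 nt sequence, identical to the 5′ end of plastid tRNA-His, took 7.12% of the salinity reads, 0.533% of the control reads, 0.937% in high temperature and 1.51% in drought. Both miR156_1 and all 20 nt sequences sharing the first 16 nt of plastid tRNA-His were then left out. The remaining 20 nt sequences took 2.99% of control, 3.51% of high temperature, 3.32% of salinity and 3.04% of drought reads.

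**Figure D1:**
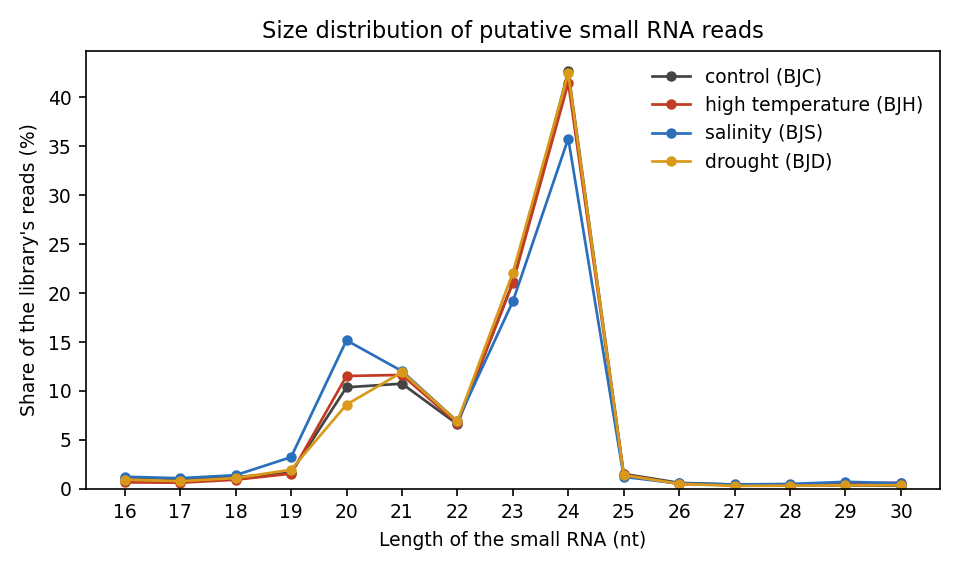
Share of each library's reads (%, vertical axis) by length of the small RNA (nt, horizontal axis), with 1 line for each of the 4 libraries and a point for each length. All libraries peak at 24 nt, and salinity lies lowest there (35.8%) and highest at 20 nt (15.2%).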

The absolute number of small RNA transcripts with respect to length distribution is depicted in supplementary figure S1.

**Table 1:** Filtering of small RNA reads. Purity filtered sequences were processed through an elimination pipeline.

Category	Number and percentageof redundant reads	Number and percentageof unique reads
Total reads	25065874 (100%)	12642620 (100%)
Sequences length (<16nt and >30nt)	4771628 (19%)	4032111 (31.9%)
Low-complexity sequences	1522 (0.006)	1200 (0.009)
Invalid sequences (containing N)	255410 (1%)	196190 (1.6%)
tRNA/rRNA matches	1130945 (4.5%)	41752 (0.3%)
Remaining sRNAs (Putative sRNAs)	18906369 (75.4%)	8371367 (66.2%)

The number and percentage (in parentheses) of the sequences removed for redundant (column 2) and unique sequences (column 3) are tabulated. The category of the removed sequences is represented in column 1.

The putative small RNA population was mapped onto the available *Brassica* genomic and transcriptomic resources (*B. rapa* BACs obtained from *Brassica*DB and EST/GSS of other *Brassica* species obtained from NCBI). Because of the limited genomic resources we also performed deep sequencing of *B. juncea* genome at 8× coverage to generate a reference for mapping of putative small RNAs. Out of 8.3 million sequences, 28.6% of the sequences mapped on the *B. juncea* genome dataset generated in this study, 18% of the sequences mapped on the *B. rapa* genome dataset while 11.1% of the sequences mapped on the genomic dataset comprising of other *Brassica* species. To fish out authentic pre microRNAs, sequence falling within a varying window length on both sides of the mapped region was extracted and subjected to RNA folding module of UEA server.

### Identification of the Conserved and Novel miRNAs

Based on the initial survey of folded structure and homology of mature miRNAs sequences with miRBase v19, we were able to identify 51 conserved miRNAs representing 30 miRNA families. All these sequences were identical to at least one of the previously reported sequence in the miRBase. A list of the identified miRNA families and the number of members for each family that were identified in this study are presented in Table 2. The sequence of the most abundant member (based on read counts of control sample) is also presented in Table 2. 

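After miR156_1, the most abundant conserved miRNA in control was miR157_1, which like miR156 targets SPL transcription factors, with 2999 TPM (95% Poisson interval 2953 to 3046). It was followed by miR166_1, a regulator of HD-ZIP III genes, with 1992 TPM (1954 to 2030), and miR168_1, which targets the mRNA of ARGONAUTE1, with 1316 TPM (1285 to 1347). The auxin response regulator miR167_1 had 666 TPM and miR165_1 378 TPM. The TPM of miR156_2 was 229, that of miR171_1 118, that of miR172_1 115 and that of miR160_1 111. At the other end, named after their values were seen, the families miR828 and miR845 were read 1 and 2 times in control, and the 3 members of miR399 summed to 4 reads. The most abundant members of miR156, miR171 and miR172 were miR156_1, miR171_1 and miR172_1, while in miR169 the members miR169_1, miR169_2 and miR169_3 lay close together with 102, 97 and 94 reads.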

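The members of the larger families differed widely in read counts of the control library. In the miR169 family, which targets NF-YA transcription factors, miR169_1 had 102 reads, miR169_2 97, miR169_3 94, miR169_4 18 and miR169_5 5. In the miR171 family, which targets GRAS transcription factors, miR171_1 had 631 reads and miR171_2 244, while miR171_3 and miR171_4 had 6 each. In the miR156 family miR156_2 had 1231 reads, miR156_3 59.4 TPM, and miR156_4 22 reads, next to miR156_1 with the highest count of all conserved miRNAs. Over the 4 libraries miR156_3, 1 substitution from miR156_1, had 0.0941% of its reads. Of the other 59 single-substitution neighbours of miR156_1, 32 had more, so read errors are not excluded for miR156_3.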

The highest number of miRNA members belong to miR169 family (5 members) followed by 4 members each in miR156 and miR171 families. The sequence of the miRNA, their absolute number and fold change under stress conditions with respect to that of control sample is presented in supplementary table S3. Digital gene expression revealed that many conserved miRNAs responded significantly (atleast two fold up/down regulation) to one or more abiotic stresses. For example, 15 miRNAs showed ≥2 fold change under drought stress, same number (15) of miRNAs responded to high temperature stress whereas 13 miRNAs were modulated by salinity stress. 

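In the high temperature library 15 of the 51 conserved miRNAs differed at least 2-fold from control, of which 1 was higher and 14 were lower. miR390_1, which triggers TAS3 siRNA production, had 11.9 TPM against 57.8 in control (log2 fold change −2.28, 95% interval −2.83 to −1.77), and the auxin response factor regulator miR160_1 had 26.9 TPM (−2.05, −2.41 to −1.71). The sulfate-related miR395_1 had 4 reads against 38 (−2.38, −4.33 to −0.91). The miRNA that was higher was miR156_2, with 682 TPM (1.57, 1.47 to 1.68). Its sequence is 1 substitution from miR156_1, of whose reads it had 0.336% in control and 0.971% in high temperature, 2.89 times as much, and in a comparison chosen after the values were seen 10 of the other 59 single-substitution neighbours of miR156_1 rose by as much or more (median 1.75 times), so that read errors of miR156_1 are not excluded for it. In the salinity library 14 conserved miRNAs differed at least 2-fold, 7 higher and 7 lower. Among those that were higher, miR156_4 had 18.5 TPM against 4.10 (2.17, 1.49 to 2.91), miR319_1, a regulator of TCP genes, 102 reads against 49 (1.14, 0.63 to 1.66), and miR166_1 had a log2 fold change of 1.03 (0.99 to 1.06). Lower were miR169_2 (−1.24, −1.81 to −0.69) and miR169_1 (−1.04, −1.57 to −0.53). In the drought library 11 conserved miRNAs differed at least 2-fold, 8 higher and 3 lower. miR828_1, which targets MYB genes, had 19 reads against 1 (4.21, 1.56 to 9.59), miR169_3 287 against 94 (1.57, 1.23 to 1.92) and miR398_1, which Table 3 matches to the 5p arm of miR398, 132 against 52 (1.31, 0.83 to 1.80). miR172_3 had a log2 fold change of 1.71 (1.11 to 2.35). It was 0.69 when all sequences with its first 18 nt were counted, among them the more abundant miR172_1. The interval of the ratio excluded 1 for 11 of the 15 miRNAs in high temperature, for 9 of the 14 in salinity and for 7 of the 11 in drought, the last 7 all higher. In 1000 simulated experiments in which the libraries differed by counting error alone, 3.36, 3.38 and 3.37 conserved miRNAs on average were at least 2-fold apart in high temperature, salinity and drought, respectively. With DESeq2 size factors 17 conserved miRNAs differed at least 2-fold in drought, 16 of them higher and 1 lower, and with TMM 16 did, 15 higher and 1 lower. From these ratios, the paper concludes that many conserved miRNAs responded to 1 or more of the stresses.

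**Figure D2:**
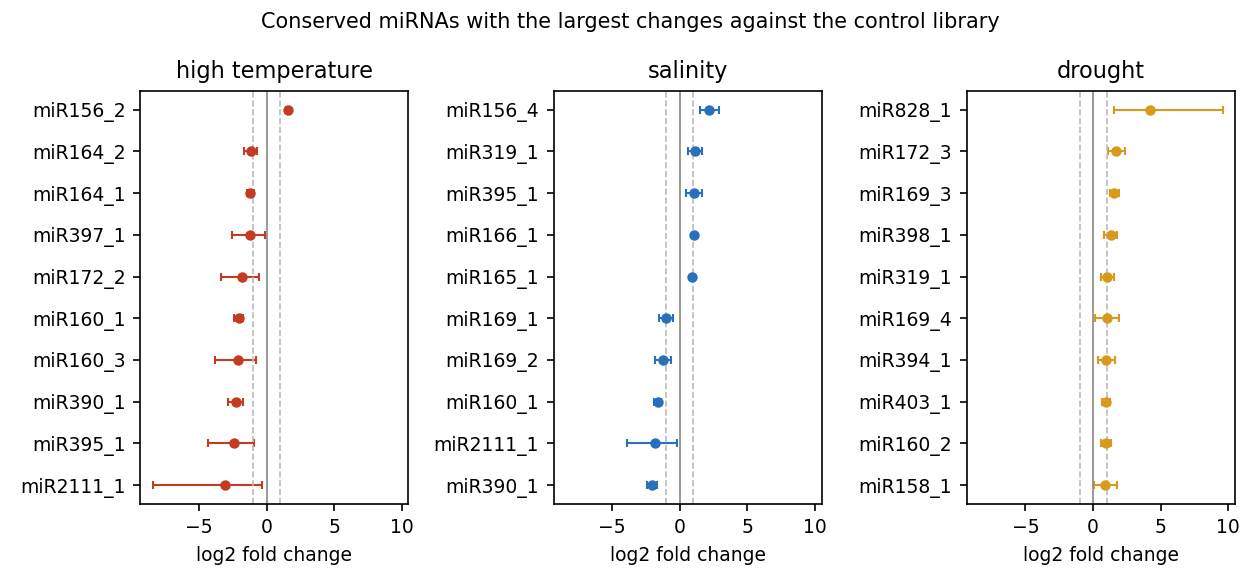
Log2 fold change against the control library (horizontal axis) of the 10 conserved miRNAs (vertical axis) with the largest change in each stress among those with at least 10 reads in either library and an interval that excludes 1. Points are the ratios of 1 library to 1 library, bars are 95% counting intervals and dashed lines mark a 2-fold difference. In high temperature miR156_2 is the single one of the 10 above 0, in drought all 10 lie above 0.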

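miR160_1, miR390_1, miR395_1, miR2111_1 and miR171_4 differed at least 2-fold from control in both the high temperature and the salinity library. miR160_1 (−1.63, 95% interval −1.88 to −1.39) and miR390_1 (−2.05, −2.44 to −1.67) were lower in salinity too, as was miR2111_1, which Table 3 matches to the 3p arm of miR2111, with 4 reads against 15 in control (−1.83, −3.88 to −0.18) and 1 read in high temperature (−3.04, −8.43 to −0.34). miR395_1 was higher in salinity (1.06, 0.48 to 1.66). miR171_4, named here after its values were seen, had 6 reads in control and 1 in either stress. Of these 5, 4 went the same way in both stresses. Libraries that differed by counting error alone shared 0.993 same-direction miRNAs on average in the simulated experiments, and independent lists of these sizes would share 2.29. Both stresses were compared with the same control library, which cannot be split, so part of the overlap may come from it.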

Five of the miRNAs were regulated by both high temperature and salinity stress. Similarly, two miRNAs each were modulated by both high temperature and drought stress as well as by both salinity and drought stress. 

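miR171_3 and miR172_3 differed at least 2-fold in both high temperature and drought, and both were lower in high temperature and higher in drought. The count of 2 depends on the setting, with 0 when 3′ length variants are counted or the interval has to exclude 1, and 1 with DESeq2, with at least 10 reads or with a pseudocount, settings added after the results were seen. Counting 3′ length variants pools miR172_3 with the more abundant miR172_1, which shares its first 18 nt. miR172_3 had a log2 fold change of −1.04 (95% interval −2.37 to 0.12) in high temperature. It had 30 reads in control, 8 in high temperature and 18.3 TPM in drought, and miR171_3, named here after its values were seen, had 6, 1 and 16 reads. Libraries with counting error alone gave 0.897 same-direction miRNAs on average for this pair of stresses, and independent lists 0.488. miR319_1, miR319_2, miR395_3 and miR828_1 differed at least 2-fold in both salinity and drought. miR319_1 was higher in drought as in salinity (1.06, 95% interval 0.56 to 1.58). miR828_1 had 2 reads in salinity (1.08, −3.19 to 6.96), and miR319_2, named after its values were seen, had 2 reads in salinity and 9 in drought against 1 in control. miR395_3, with 6 reads in control, had 15 in salinity and 1 in drought, so that 3 of the 4 went the same way. The count of 4 was 3 with 3′ length variants and 1 with at least 10 reads, a pseudocount or an interval that excludes 1. With 3′ length variants miR319_1 and miR319_2 take the same pooled reads, since they share their first 18 nt. The simulated mean of same-direction miRNAs was 1.11 for this pair and that of independent lists 1.60. No conserved miRNA differed at least 2-fold in all 3 stresses, where counting error alone gave 0.483 on average.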

The number of miRNAs that were significantly regulated by one or multiple stress condition is provided in supplementary figure S2. The precursors of these miRNAs were derived from *B. juncea*, *B. rapa* and other *Brassica* species. Multiple precursors were identified for many conserved miRNAs (Supplementary Table S4). Star sequences for 32 of the 51 conserved miRNAs were also detected in the sequenced data. 

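The listed star sequences of 32 of the 51 conserved miRNAs were read at least once in the 4 libraries together. The paper lists stars that it found in these same libraries, so this count was fixed in advance, and no other stars were searched for. miR166_1 had the most star reads with 408, followed by miR160_1 with 325 and miR165_1 with 274. The star of miR156_1 had 20 reads against 1019607 reads of the mature sequence, and that of miR168_1 had 83. The median over the 32 was 6 star reads, and the median of the star reads as a share of the reads of the mature miRNA was 1.27%. Fewer than 10 star reads were found for 20 of the 32, among them miR164_1 and miR390_1 with 2 each. With at least 5 star reads required the count was 21, and with at least 10 it was 12.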

Additional details on the precursors and the star sequences are presented in supplementary table S4.

**Table 2:** Family wise distribution of conserved miRNAs in *B. juncea*.

miRFAM	Number of miRNA members	Sequence of the most abundant member
mir169	5	UAGCCAAGGAUGACUUGCCUG
mir156	4	UGACAGAAGAGAGUGAGCAC
mir171	4	UGAUUGAGCCGCGUCAAUAUC
mir172	3	AGAAUCUUGAUGAUGCUGCAU
mir2111	3	GUCCUCGGGAUGCGGAUUACC
mir395	3	CUGAAGUGUUUGGGGGAACUC
mir399	3	UGCCAAAGGAGAGUUGCCCUG
mir164	2	UGGAGAAGCAGGGCACGUGCA
mir167	2	UGAAGCUGCCAGCAUGAUCUA
mir319	2	UUGGACUGAAGGGAGCUCCCU
mir397	1	UCAUUGAGUGCAGCGUUGAUGU
mir157	1	UUGACAGAAGAUAGAGAGCAC
mir158	1	UCCCAAAUGUAGACAAAGCA
mir159	1	UUUGGAUUGAAGGGAGCUCUA
mir160	1	UGCCUGGCUCCCUGUAUGCCA
mir161	1	UCAAUGCACUGAAAGUGACUA
mir162	1	UCGAUAAACCUCUGCAUCCAG
mir165	1	UCGGACCAGGCUUCAUCCCCC
mir166	1	UCGGACCAGGCUUCAUUCCCC
mir168	1	UCGCUUGGUGCAGGUCGGGAA
mir390	1	AAGCUCAGGAGGGAUAGCGCC
mir391	1	UUCGCAGGAGAGAUAGCGCCA
mir393	1	UCCAAAGGGAUCGCAUUGAUCC
mir394	1	UUGGCAUUCUGUCCACCUCC
mir396	1	GCUCAAGAAAGCUGUGGGAAA
mir398	1	GGAGUGUCAUGAGAACACGGA
mir403	1	UUAGAUUCACGCACAAACUCG
mir828	1	UCUUGCUUAAAUGAGUAUUCCA
mir845	1	CGGCUCUGAUACCAAUUGAUG
mir858	1	UUCGUUGUCUGUUCGACCUUG

The number of miRNA members in each family with the sequence of the most abundant miRNA member is presented.

The remaining population of the putative small RNAs was further searched for variants of the reported miRNAs in miRBase. In this case we allowed a maximum of 2 base mismatches against previously reported miRNA sequences in miRBase. Variant miRNAs that had a cumulative read count of ≥20 were retained while others were discarded. The sequences of the variant miRNAs, their miRNA family and absolute counts in the sequenced libraries are presented in supplementary table S5. 

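All except 3 variants of Table S5 lie 1 or 2 differences from a conserved miRNA. The variant of miR1885, named after its values were seen, lies 10 differences from its nearest (miR172_1) and the 2 of miR408 lie 9 from theirs (miR394_1 and miR858_1). By the nearest conserved sequence, 47 belong to miR156, 27 to miR166, 25 to miR157, 21 to miR168, 17 to miR167 and 10 to miR165. The variant with the most reads, UGACAGAAGAGAUUGAGCAC with 4643 reads in the 4 libraries, is 1 difference away from miR156_1 and had 0.455% of its reads. All variants together had 45330 reads, with a median of 47, and the 47 of miR156 had 36448. The median variant had 0.189% of the reads of its nearest conserved miRNA (95% bootstrap interval 0.168 to 0.222%), and 141 variants, all except 18, had under 1%. The variants with over 5% were 4 and were named after their values were seen. They were that of miR159_1 (UUUGGAUUGAAGGGAGUUCUA, 7.78%), that of miR319_1 (UUGGACUGAAGGGAGUUCCCU, 14.5%) and the 2 variants of miR408, whose own sequence is not among the 51 conserved miRNAs. Of the variants 152, all except 7, had under 5% of the reads of a neighbour at 1 or 2 substitutions or 1 nt at an end.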

Nucleotide sequence homology of identified conserved miRNAs was studied in other members of *Brassica*ceae (*B. rapa*, *B. napus*, *B. oleracea*, *A. thaliana* and *A*. *lyrata*) (Table 3). It was observed that out of the 51 conserved miRNAs sequences identified in *B. juncea,* 27 miRNA sequences were identical to previously reported miRNA sequences in other *Brassica* species (*B. rapa*/*B. napus*/*B. oleracea*). Out of the 27 identical sequences 9, 26 and 3 sequences were present in *B. rapa*, *B. napus* and *B. oleracea*, respectively. An overlap of conserved miRNAs identified in *B. juncea* with previously reported miRNAs in *B. rapa*, *B. napus* and *B. oleracea* is shown in supplementary figure S3. In addition to conservation with other Brassica species, we also checked for the *B. juncea* conserved miRNAs that were previously reported in *A. thaliana*/*A. lyrata*. We found that 35 out of the 51 miRNAs were also reported previously in *Arabidopsis* (Table 3). A Venn diagram showing the number of common miRNAs in *B. juncea* and *Arabidopsis* species is provided in supplementary figure S4.

**Table 3:** The miRNA sequences identified in *B. juncea* were analysed for identical matches in family *Brassica*ceae.

*B. juncea* miRNA Family	Sequence	*B. rapa*	*B. napus*	*B. oleracea*	*A. thaliana*	*A. lyrata*
mir156	UGACAGAAGAGAGUGAGCAC	–	bna-miR156d/e/f	–	ath-miR156a/b/c/d/e/f	aly-miR156-5p-a/b/c/d/e/f
mir156	CGACAGAAGAGAGUGAGCAC		–	–	ath-miR156g	aly-miR156g-5p
mir157	UUGACAGAAGAUAGAGAGCAC	bra-miR157a	bna-miR156b/c/g	bol-miR157a	ath-miR157a/b/c	aly-miR157-5p-a/b/c
mir158	UCCCAAAUGUAGACAAAGCA	–	–	–	ath-miR158a	aly-miR158a-3p
mir159	UUUGGAUUGAAGGGAGCUCUA	bra-miR159a	bna-miR159	–	ath-miR159a	aly-miR159a-3p
mir160	UGCCUGGCUCCCUGUAUGCCA	bra-miR160a-5p	bna-miR160a/b/c/d	–	ath-miR160a/b/c	aly-miR160-5p-a/b/c
mir161	UCAAUGCACUGAAAGUGACUA	–	bna-miR161	–	–	–
mir164	UGGAGAAGCAGGGCACGUGCA	bra-miR164a	bna-miR164a	–	ath-miR164a/b	aly-miR164-5p-a/b
mir164	UGGAGAAGCAGGGCACGUGCG	–	bna-miR164b/c/d	–	ath-miR164c	aly-miR164c-5p
mir165	UCGGACCAGGCUUCAUCCCCC	–	bna-miR166f	–	ath-miR165a/b	–
mir166	UCGGACCAGGCUUCAUUCCCC	–	bna-miR166a/b/c/d/e	–	ath-miR166a/b/c//d/e/f/g	aly-miR166-3p-a/b/c/d/e/f/g/h
mir167	UGAAGCUGCCAGCAUGAUCUA	bra-miR167a/b/c/d	bna-miR167c	–	ath-miR167a/b	aly-miR167-5p-a/b
mir168	UCGCUUGGUGCAGGUCGGGAA	–	bna-miR168a	–	ath-miR168a/b	aly-miR168-5p-a/b
mir169	CAGCCAAGGAUGACUUGCCGG	–	bna-miR169n	–	ath-miR169b/c	aly-miR169-5p-b/c
mir169	UAGCCAAGGAUGACUUGCCUA	–	bna-miR169c/d/e/f	–	–	–
mir171	UGAUUGAGCCGCGCCAAUAUC	bra-miR171e	bna-miR171f	–	ath-miR171a	aly-miR171a-3p
mir171	AGAUAUUAGUGCGGUUCAAUC	–	–	–	–	aly-miR171b-5p
mir172	AGAAUCUUGAUGAUGCUGCAU	bra-miR172a/3p-b	bna-miR172a	bol-miR172a	ath-miR172a/3p-b	aly-miR172-3p-a/b
mir172	GGAAUCUUGAUGAUGCUGCAU	–	bna-miR172b/c	–	ath-miR172e	–
mir319	UUGGACUGAAGGGAGCUCCCU	–	–	–	ath-miR319a/b	aly-miR319-3p-a/b
mir319	UUGGACUGAAGGGAGCUCCUU	–	–	–	ath-miR319c	aly-miR319-3p-c/d
mir390	AAGCUCAGGAGGGAUAGCGCC	–	bna-miR390a/b/c	–	ath-miR390a	aly-miR390-5p-a/b
mir391	UUCGCAGGAGAGAUAGCGCCA	–	–	–	ath-miR391	aly-miR391-5p
mir393	UCCAAAGGGAUCGCAUUGAUCC	–	–	–	ath-miR393a	aly-miR393-5p-a/b
mir394	UUGGCAUUCUGUCCACCUCC	–	bna-miR394a/b	–	ath-miR394a/b	aly-miR394-5p-a/b
mir395	CUGAAGUGUUUGGGGGAACUC	–	bna-miR395a/b/c	–	ath-miR395a/d/e	aly-miR395-3p-d/e/g
mir395	CUGAAGUGUUUGGGGGGACUC	–	bna-miR395d/e/f	–	ath-miR395b/c/f	aly-miR395-3p-b/f/h
mir395	CUGAAGUGUUUGGAGGAACUC	–	–	–	–	aly-miR395i
mir396	GCUCAAGAAAGCUGUGGGAAA	–	–	–	–	aly-miR396b-3p
mir397	UCAUUGAGUGCAGCGUUGAUGU	–	bna-miR397a/b	–	–	–
mir398	GGAGUGUCAUGAGAACACGGA	–	–	bol-miR398a-5p	–	–
mir399	UGCCAAAGGAGAGUUGCCCUG	–	–	–	ath-miR399b/c	aly-miR399-3p-b/c
mir399	UGCCAAAGGAGAUUUGUCCGG	–	bna-miR399c	–	–	–
mir399	UGCCAAAGGAGAUUUGCCCGG	–	bna-miR399a/b	–	ath-miR399f	aly-miR399-3p-a/h, aly-miR399j
mir828	UCUUGCUUAAAUGAGUAUUCCA	–	–	–	ath-miR828	aly-miR828-5p
mir845	CGGCUCUGAUACCAAUUGAUG	–	–	–	ath-miR845a	–
mir858	UUCGUUGUCUGUUCGACCUUG	–	–	–	ath-miR858b	–
mir2111	GUCCUCGGGAUGCGGAUUACC	bra-miR2111a-3p	bna-miR2111a-3p	–	ath-miR2111a-3p	aly-miR2111a-3p
mir2111	AUCCUCGGGAUACAGAUUACC	–	bna-miR2111b-3p	–	–	aly-miR2111b-3p
mir2111	UAAUCUGCAUCCUGAGGUUUA	bra-miR2111-5p-a/b	bna-miR2111d/5p-b/d	–	ath-miR2111-5p-a/b	aly-miR2111-5p-a/b

The miRNA family, sequence and miRBase nomenclature of these identical miRNA sequences of each species is presented.

The miRNA sequences that remained after exclusion of conserved and their variants were considered as novel. These sequences exhibited a minimum of three or more mismatches with the conserved miRNAs. 

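Of the 126 Bju-N miRNAs, 121 differed at 3 or more positions from each of the 51 conserved sequences, with a median of 9 differences to the nearest. The other 5 were named after this comparison, apart from Bju-N1 and Bju-N2. Bju-N1 carries A21C against miR168_1, counted from 1 at the 5′ end of miR168_1, and Bju-N100 carries U5C against the same miRNA. Bju-N2 is 2 differences from miR158_1. Bju-N8 is miR167_1 without 1 nt and Bju-N107 is 1 difference from miR169_2. Bju-N1 had 0.931 times the reads of miR168_1 in control, 0.749 in high temperature, 0.906 in salinity and 0.785 in drought, whereas Bju-N100 had 6, 6, 11 and 3 reads. Bju-N8 had 35 reads in control, 13 in high temperature, 26 in salinity and 75 in drought.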

We were able to discover 126 novel miRNAs many of which were represented in multiple conditions. 

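Of the 126 Bju-N miRNAs, 112 were read at least once in each of the 4 libraries, 31 of the 37 in Table S6 and 81 of the 89 in Table S8. All 126 had reads in control. No reads were found for 4 of them in high temperature, for 7 in salinity and for 5 in drought. The miRNAs of Table S6 that missed a library were Bju-N19, Bju-N23, Bju-N30, Bju-N35, Bju-N36 and Bju-N37, of which Bju-N19 and Bju-N23 are named after their values were seen, and none of the missing miRNAs of either table had more than 10 reads in control. At least 3 reads in every library were found for 66 of the 126.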

The novel miRNAs has been named as Bju-Nx (for *Brassica juncea* Novel, x being the number) hereafter in the text. We were also able to sequence star sequences for 37 of 126 novel miRNAs. 

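Bju-N2 had the most abundant star of the 37 Bju-N miRNAs of Table S6, with 2440 reads or 20.7% of the reads of the mature sequence. The star of Bju-N1 had 59 reads (0.351%) and that of Bju-N3 91 reads (6.68%). A listed star was read at least once for all 37, as the paper's choice of these miRNAs requires. The median was 19 reads, and a single read was found for 9 of them, among them Bju-N16. For 12 miRNAs the star had more reads than the mature sequence, among them Bju-N18, Bju-N21 and Bju-N30, whose shared star sequences had 41 reads, and Bju-N31 with 132 star reads and Bju-N35 with 100. Bju-N20, Bju-N27 and Bju-N37 share the star CAGUUCCGAACCCGUCGACUG with 348 reads, while Bju-N37 itself had 6 reads in the 4 libraries. At least 5 star reads were found for 22 of the 37 and at least 10 for 21.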

The miRNAs whose star sequence deduced from the precursor was also present in the sequenced datasets were termed as “true novel” miRNAs, whereas the miRNAs whose star miRNA sequences were not present in the sequenced datasets were termed as “candidate novel” miRNAs. Additional details on the sequence, read counts and precursors of “true novel” miRNAs are presented in supplementary tables S6 and S7. Similar information for the “candidate novel” miRNAs is presented in supplementary tables S8 and S9. For many of the true novel and candidate novel miRNAs more than one precursor was identified (Supplementary Table S7 and S8). 

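In the high temperature library 41 of the 126 Bju-N miRNAs differed at least 2-fold from control, 16 higher and 25 lower. In salinity 40 did, 14 higher and 26 lower, and in drought 37 did, 12 higher and 25 lower. Most Bju-N miRNAs had few reads. Fewer than 10 reads in both libraries compared were found for 69 of the 126 in high temperature, 63 in salinity and 60 in drought. Counting error alone gave 26.9, 24.4 and 23.9 Bju-N miRNAs on average with a 2-fold difference in the simulated experiments. The 95% interval of the ratio excluded 1 for 8 of the 41 in high temperature, 12 of the 40 in salinity and 10 of the 37 in drought, and 17, 20 and 16 had at least 10 reads in either library. When sequences that share the first 18 nt were counted with each miRNA, 22, 19 and 21 differed at least 2-fold.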

Fold changes derived from normalized expression values revealed that many of the identified novel miRNAs have atleast two fold up/down modulation in their expression as compared with control. 

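Among the Bju-N miRNAs with at least 10 reads in either library, the largest differences in salinity were those of Bju-N18 with 1 read against 12 in control (log2 fold change −3.51, 95% interval −8.93 to −0.75), Bju-N70 with 70 against 12 (2.62, 1.73 to 3.64) and Bju-N74 with 2 against 12 (−2.51, −5.71 to −0.34). Bju-N73 (−1.92, −4.39 to −0.03) and Bju-N20 (1.78, 0.59 to 3.13) followed. The value of Bju-N18 was −0.55 when all sequences with its first 18 nt were counted, among them Bju-N21. In high temperature they were Bju-N65 (−2.94, −8.34 to −0.22) and Bju-N16 (−2.83, −8.24 to −0.10) with 1 read each, Bju-N27 with 11 against 5 (2.01, 0.36 to 3.88) and Bju-N79 with 19 against 9 (1.95, 0.73 to 3.27). With their 3′ length variants Bju-N27 had 0.17 and Bju-N79 −0.29, so that its direction turned. In drought the largest were Bju-N52 with 3 reads against 18 (−2.62, −5.03 to −0.85), Bju-N18 with 2 reads (−2.62, −5.83 to −0.46), Bju-N15 with 3 against 13 (−2.15, −4.61 to −0.29) and Bju-N51 with 52 against 18 (1.49, 0.69 to 2.35).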

Salinity stress influenced expression of maximum number of miRNAs (96) followed by high temperature stress (45) and drought stress (37). Many of these miRNAs were regulated by more than one stress condition. For example: 23 miRNAs were regulated by salinity and high temperature, 17 miRNAs being regulated by both salinity and drought stress and six miRNAs were regulated by both drought and high temperature stress. 

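Bju-N20, Bju-N27, Bju-N65, Bju-N73, Bju-N74 and Bju-N79 were among the 11 Bju-N miRNAs that differed at least 2-fold in high temperature and salinity and not in drought. Bju-N21, Bju-N35, Bju-N38 and Bju-N136 were among the 11 in high temperature and drought and not in salinity, and Bju-N18 was among the 4 in salinity and drought and not in high temperature. The other 3 of these were Bju-N99, Bju-N103 and Bju-N115, named after their values were seen. Counted with those that differed in all 3 stresses, the pairs shared 15, 15 and 8 miRNAs, of which 12, 11 and 7 went the same way in both stresses. Counting error alone gave 8.22, 7.91 and 8.81 same-direction miRNAs on average, and independent lists would share 6.22, 6.68 and 6.44. The control library is common to all pairs, and part of the overlap may come from it.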

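Bju-N135 was higher than control in high temperature, salinity and drought, with 6, 4 and 7 reads against 2. Bju-N106 was lower in each, with 1, 2 and 2 reads against 6. Bju-N90 had 8 reads in control, 1 in high temperature, 23 in salinity and 1 in drought, and Bju-N120 had 4, 6, 1 and 1. These 4 of the 126 Bju-N miRNAs differed at least 2-fold in all 3 libraries, and all except Bju-N135 were named after their values were seen. Libraries that differed by counting error alone gave 4.35 on average. Each of the 4 had under 10 reads in control.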

Interestingly, expression of 10 miRNAs were influenced by all the three stresses. A Venn diagram representing the novel miRNAs that are regulated by abiotic stresses is presented in supplementary figure S2.

Both the conserved and the novel miRNAs had varied expression. The TPM (Transcripts Per Million) of the highest expressing conserved miRNAs was enormously different than that of the highest expressing novel miRNAs. 

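The most abundant conserved miRNA in control, miR156_1, had 68272 TPM (95% Poisson interval 68051 to 68493), and the most abundant Bju-N miRNA, Bju-N1, had 1225 TPM (1196 to 1255). The former had 55.7 times the reads of the latter in control, 109 times in high temperature and 44.8 times in salinity. In drought Bju-N2 was the most abundant Bju-N miRNA, and miR156_1 had 46.3 times its reads. Bju-N1 shares its first 18 nt with miR168_1, and all sequences with this start and 19 to 24 nt together had 3115 TPM in control.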

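Reads of miR156_1, UGACAGAAGAGAGUGAGCAC, made up 88.9% of all reads of the 51 conserved miRNAs in control, 90.2% in high temperature, 80.0% in salinity and 83.5% in drought. They were 6.83% of the whole control library, 7.03% of high temperature, 4.45% of salinity and 3.99% of drought. Against control the log2 fold change of miR156_1 was 0.04 (95% interval 0.03 to 0.05) in high temperature, −0.62 (−0.62 to −0.61) in salinity and −0.77 (−0.78 to −0.77) in drought.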

For the conserved miRNAs, miR156_1 was the most abundant molecule with a read count of 3,66,434 in control sample. 

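Bju-N1 (UCGCUUGGUGCAGGUCGGGAC), a near-identical relative of miR168_1, and Bju-N2 (UUUCCAAAUGUAGACAAAGCA) together made up 81.0% of the reads of the 126 Bju-N miRNAs in control, 75.1% in high temperature, 80.3% in salinity and 72.5% in drought. Bju-N1 was lower in all 3 stress libraries, with log2 fold changes of −0.92 (95% interval −0.998 to −0.849) in high temperature, −0.30 (−0.36 to −0.25) in salinity and −1.04 (−1.10 to −0.98) in drought. Bju-N2 had −0.80 (−0.90 to −0.70) in high temperature, −0.25 (−0.32 to −0.18) in salinity and 0.47 (0.41 to 0.54) in drought. The values of Bju-N3 were −0.59 (−0.88 to −0.31), 0.08 (−0.12 to 0.29) and 0.16 (−0.04 to 0.36).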

Among the 37 true novel miRNAs (miRNAs whose star sequences were also discovered), Bju-N1 was the most abundant with expression count of 6575 followed by Bju-N2 and Bju-N3 each having expression count of 3340 and 388, respectively, in the control sample. 

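Bju-N36 had 3 reads in high temperature and 0 in salinity and drought, and Bju-N37 had 3 reads in high temperature, 2 in salinity and 0 in drought. The ratio of high temperature to control had a log2 value of 2.45 for both, with an interval of −1.19 to 8.17.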

The minimum read count was 1 for Bju-N36 and Bju-N37. Nineteen of the true novel miRNAs had expression less than 10 reads, 13 true novel miRNAs had expression between 10–100, and 5 true novel miRNAs had expression more than 100 reads. 

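The median of the 37 Bju-N miRNAs of Table S6 was 9 reads in control, and 19 had under 10 reads, 13 had 10 to 100 and 5 had more than 100. The 5 above 100 reads were Bju-N1 to Bju-N5. Bju-N4, named after its values were seen, had 28.9 TPM and Bju-N5 27.2 TPM. Bju-N5 had 40 reads in high temperature (log2 fold change −0.999, 95% interval −1.54 to −0.49), 90 in salinity (−0.62, −1.02 to −0.23) and 337 in drought (1.17, 0.88 to 1.46).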

In case of candidate novel miRNAs (whose star sequence were not discovered), Bju-N38 (249 read counts) was moderately abundant followed by Bju-N39 (155 read counts) and Bju-40 (146 read counts). 

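Among the 89 miRNAs of Table S8, Bju-N38 had 46.4 TPM in control (95% Poisson interval 40.8 to 52.5), followed by Bju-N41 with 76 reads and Bju-N42 with 52, both named after their values were seen. Bju-N38 had 42 reads in high temperature (log2 fold change −1.70, 95% interval −2.21 to −1.22), 121 in salinity (−0.96, −1.29 to −0.64) and 704 in drought (1.46, 1.25 to 1.68). Its sequence, UUAGAUGACCAUCAACAAAUA, is 9 differences from the nearest of the 51 conserved miRNAs and 2 from miR827 of Arabidopsis, which is not among them, a comparison chosen after the values were seen.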

Bju-N135 and Bju-N136 were the least abundant candidate miRNAs with each having 2 read counts. 

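Bju-N136 had 4 reads in high temperature, 0 in salinity and 6 in drought. At these counts the log2 ratio to control was 1.87 in high temperature (95% interval −0.93 to 5.34) and 1.55 in drought (−0.94 to 4.89) for Bju-N136, and 1.77 in drought (−0.62 to 5.07) for Bju-N135.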

Fifty eight miRNAs in the candidate novel miRNA dataset had less than 10 reads, 38 miRNAs had expression between 10–100 while only 3 had read count above 100. 

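In control, 53 of the 89 miRNAs of Table S8 had under 10 reads, 35 had 10 to 100 and 1, Bju-N38, had more than 100. The median was 8 reads. Of the 51 conserved miRNAs 12 had under 10 reads, 18 had 10 to 100 and 21 had more than 100, with a median of 49.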

A heat map representing fold change deduced from the normalized digital expression for the conserved miRNAs, true novel miRNAs and candidate novel miRNAs is represented in Figure 1.

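Over the 126 Bju-N miRNAs the median log2 fold change was −0.30 in high temperature, −0.34 in salinity and −0.04 in drought, and over the 51 conserved miRNAs it was −0.67, −0.03 and 0.37, with 32 of the 43 that had reads in both libraries lower in high temperature and 33 of 51 higher in drought. Of 7 auxin pathway miRNAs, 6 were lower in high temperature with an interval that excluded 1 and none was higher by the same rule, which also holds for the counts that follow. Their median was −1.17, at percentile 0.04 of 10000 random lists of sequences of 20 to 22 nt matched on mean abundance. Examples are miR164_1, a regulator of NAC genes (−1.19, 95% interval −1.47 to −0.92), miR164_2 (−1.17, −1.66 to −0.70) and miR167_1 (−0.97, −1.08 to −0.87). In drought 5 of the 7 were higher and 1, miR390_1 (−0.42, −0.67 to −0.17), was lower, with a median of 0.41 at percentile 86.2. miR167_1 had 0.57 (0.51 to 0.64) there. In salinity the median was −0.31 at percentile 23.4, with 2 higher and 3 lower. Of 4 miRNAs of the small RNA pathway all were lower in high temperature, with a median of −1.46 at percentile 0.20. They include miR168_1 (−0.61, −0.68 to −0.54) and miR160_3 (−2.10, −3.80 to −0.75), the name under which Table S4 lists the sequence of miR162, which targets DICER-LIKE1. Their medians were −0.24 in salinity (percentile 34.4, 2 lower) and 0.01 in drought (percentile 45.2, 1 higher, miR403_1 with 0.98, 0.67 to 1.29, and 2 lower). Of 21 miRNAs whose targets encode developmental transcription factors, 5 were higher and 11 lower in high temperature, with a median of −0.32 at percentile 0.15. miR172_2, a regulator of AP2 genes, had −1.83 (−3.36 to −0.58). In salinity 7 were higher and 7 lower (median 0.04, percentile 77.3), and in drought 10 of 24 were higher and 6 lower (median 0.33, percentile 82.7). Scaling by TMM would leave fewer of the 24 lower in drought, since the interval of miR166_1 would then include 0. Of the nutrient and copper miRNAs all 5 measured in high temperature were lower, with a median of −1.72 at percentile 2.94. miR397_1, which targets laccases, had −1.22 (−2.54 to −0.08). The median rests on miR395_2, which had 18 reads in control and 0 in high temperature and was entered with the 3 reads that 0 reads allow, and it was −1.80 without it. Of 6 in salinity 1 was higher and 1 lower (median −0.13, percentile 43.5), and of 5 in drought 1 was higher (median −0.24, percentile 30.8). With at least 50 reads required, miR398_1 alone was left in this list in high temperature (−0.93) and in drought. The 3 miRNAs of Brassicaceae families had medians of −0.33 in high temperature (percentile 17.3), −0.36 in salinity (percentile 28.1) and 0.88 in drought (percentile 92.9), where miR160_2, the name under which Table S4 lists the sequence of miR161, was higher (0.97, 0.62 to 1.33) as was miR158_1 (0.88, 0.04 to 1.77). The percentiles describe these libraries and test no condition. They compare with other sequences of 20 to 22 nt, not with other conserved miRNAs. Those sequences can include read errors of abundant miRNAs and fragments of plastid tRNA-His. Only sequences with the first 18 nt of a listed miRNA were left out. In high temperature the other single-substitution neighbours of miR156_1 rose against it by a median of 1.75 times. Part of the low percentiles in high temperature may come from this, which was not tested. In high temperature the random lists for the developmental list had a median of 0.23. The −0.67 of the conserved miRNAs lay below the −0.32 of that list. Near-identical members such as miR164_1 and miR164_2 were matched to separately drawn sequences.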

**Figure 1:**
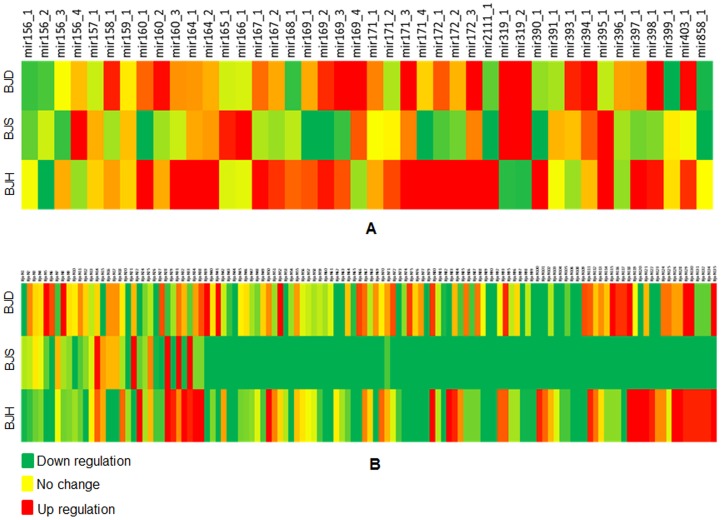
The digital expression values obtained through high-throughput sequencing were normalized using TPM (transcripts per million) method and used to calculate digital expression fold change [Log 2 (abiotic stress treated sample/control sample)] in high temperature treated (BJH), salinity stress treated (BJS) and drought stress treated (BJD) *B. juncea* seedlings library with respect to untreated seedlings library. Thus deduced digital expression fold change is presented as heat map for conserved (A) and novel (B) miRNA sequences.

### Expression Analysis of the miRNAs

A few of the conserved, true novel and candidate novel miRNAs were selected for experimental confirmation and relative abundance measurement across different stresses. TaqMan based quantitative real time PCR approach was utilized for this examination. Expression of all the selected miRNAs was easily detectable by QPCR. Out of the six conserved miRNAs tested (miR168_1, miR169_3, miR172_2, miR390_1, miR394_1, miR395_2 and miR828_1) expression of miR395_2 showed significant upregulation in all the stresses while miR390_1 and miR172_2 was found downregulated in all the stresses. Similarly out of the six true novel miRNAs (Bju-N31, Bju-N29, Bju-N30, Bju-N21, Bju-N5 and Bju-N35), Bju-N30 was down regulated in all the stresses. Two miRNAs, Bju-N29 and Bju-N21, were specifically upregulated in salt stress and drought stress while down regulated in high temperature stress. Bju-N31 showed high accumulation under salinity stress. Expression of Bju-N35 was repressed in high temperature and salinity stress while no significant change was observed in drought stress. In addition to true novel miRNAs, expression for two of the candidate novel miRNAs namely Bju-N38 and Bju-N135 was also determined. Both miRNAs (Bju-N38, Bju-N135) showed significant upregulation in abiotic stress conditions. The relative abundance profiles as measured by real time PCR are depicted in Figure 2.

**Figure 2:**
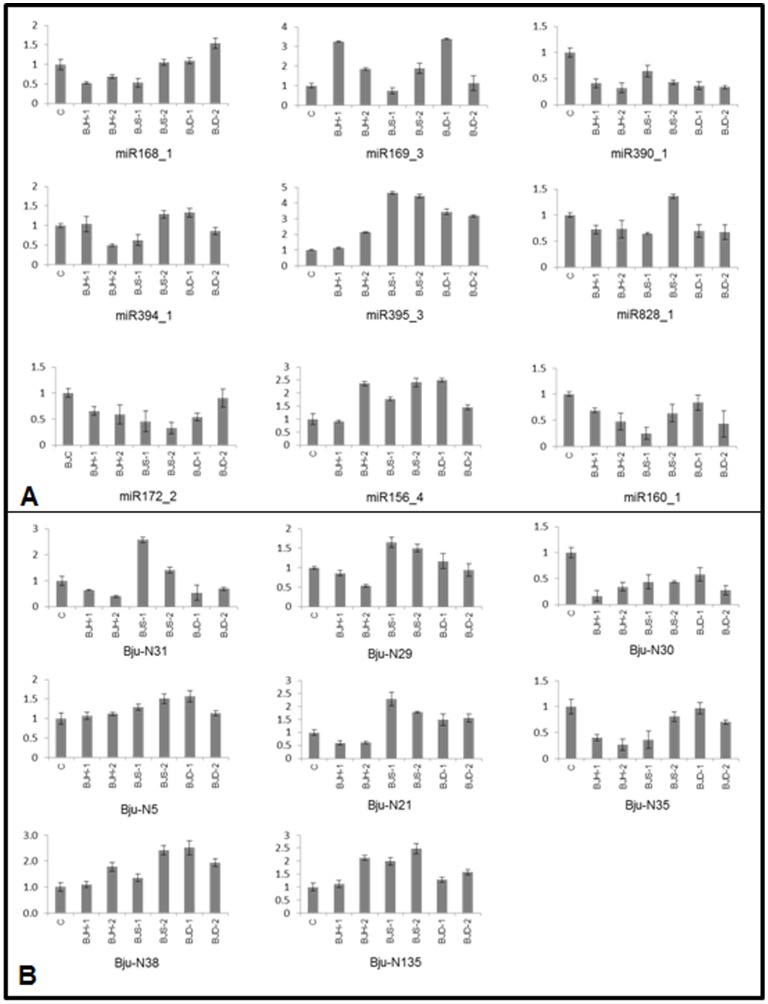
Expression profiling of conserved (A) and novel miRNAs (B) was performed to validate the predicted miRNAs. Quantitative PCR was performed using TaqMan chemistry. The relative abundance (Y-axis) was calculated using the ΔΔCt method. *B. juncea* seedlings were subjected for varied durations to either high temperature stress either at 35°C (BJH-1) and 42°C (BJH-2) or salinity stress at 150 mM NaCl (BJS-1) and 250 mM NaCl (BJS-2) or drought stress using 20% PEG (BJD-1) and 300 mM mannitol (BJD-2). The mean of three independent biological replicates is presented.

### Target Prediction of Conserved and Novel miRNAs

A single miRNA is known to regulate expression of many genes or members of a gene family. To find out the putative targets of both the conserved and novel miRNAs, we used open source software “plant small RNA target”. As transcript datasets for *B. juncea* are not yet available, we predicted the targets on the basis of *B. rapa* dataset. Most of the miRNAs discovered in this study were found to have multiple hits (see Supplementary Table S10 for targets of conserved miRNA and S11 for targets of novel miRNAs). For example, among the conserved miRNAs, 19 miRNAs have ≥10 hits while the number of targets predicted for 23 of the conserved miRNAs ranged between 2–9. Only one target was predicted for four miRNAs, five miRNAs did not receive any hit. A total of, 379 targets were identified for 46 conserved miRNAs. Similarly, novel miRNAs were also predicted to target multiple genes. No targets were predicted for 24 novel miRNAs. For the remaining 92 novel miRNAs a total of 450 targets were predicted. Bju-N3 received 23 target hits followed by Bju-N48 and Bju-N66 which received 22 and 16 target hits, respectively. Nine novel miRNAs had 10 or more number of predicted targets and for 71 novel miRNAs the number of targets ranged between 2–9. Twenty novel miRNAs were predicted to have single targets. The predicted targets of novel miRNAs profiled by qPCR (Bju-N31, Bju-N29, Bju-N30, Bju-N21, Bju-N35, Bju-N38, Bju-N135, Bju-N5) in different abiotic stresses are listed in Table 4. The targets of these novel miRNAs are involved in variety of functions including calcium signaling, ABA catabolism and biotic defense responses.

**Table 4:** Putative targets of selected novel miRNAs.

miRNA	Target accession	Target description
Bju-N21	Bra019452	MAK10-like protein
	Bra031115	Abnormal Leaf Shape 2 (ALE2)
	Bra011405	Glycine decarboxylase P-protein 1 (AtGLDP1)
Bju-N29	Bra030020	ECA1 gametogenesis related family protein
Bju-N30	Bra036733	StaR-like protein domain-containing protein
	Bra005780	Exostosin family protein
	Bra019452	MAK10-like protein
	Bra016455	Calcium-binding EF hand-containing protein
Bju-N31	Bra027793	Signal peptide peptidase-like 2
Bju-N35	Bra003401	Beta glucosidase 16-like
	Bra011494	D111/G-patch domain-containing protein
	Bra011491	Uncharacterized protein
	Bra006393	Tetratricopeptide repeat-containing protein
	Bra024652	TIR-NBS-LRR class disease resistance protein
Bju-N38	Bra037341	Cryptic Precocious (CRP)
	Bra023716	Structural Maintenance of Chromosomes 6B (SMC6B)
Bju-N135	Bra021844	MOS4-ASSOCIATED COMPLEX 3B (MAC3)
Bju-N40	No target found	–

Expression levels of few identified novel miRNAs was determined using quantitative PCR. The putative targets of these novel miRNAs were predicted in *B. rapa* using psRNAtarget software. The accession number and description of predicted targets (based on their homology with *A. thaliana*) for each novel miRNA are presented.

Predicted targets of conserved and novel miRNAs were subjected to gene ontology (GO) analysis. It was observed that majority of the targets of conserved and novel miRNAs were involved in various cellular (177 targets of conserved miRNAs and 473 targets of novel miRNAs) and metabolic (177 targets of conserved miRNAs and 416 targets of novel miRNAs) processes. Among the conserved miRNA targets, 201 targets had binding ability, 127 targets had catalytic activity, 103 targets had nucleic acid binding activity and 86 targets had sequence-specific DNA binding/transcription factor activity. Similarly in case of predicted targets of novel miRNAs, 345 targets had binding property, 281 targets had catalytic activity, 160 targets had small molecule binding property, 153 targets had nucleotide binding activity and 130 targets had transferase activity. Most of the targets of both conserved and novel miRNAs were linked to cell (212 targets of conserved miRNAs and 428 targets of novel miRNAs) and cell part (203 targets of conserved miRNAs and 428 targets of novel miRNAs). The frequency of various GO terms associated with predicted targets of conserved and novel miRNAs have been depicted in Figure 3.

**Figure 3:**
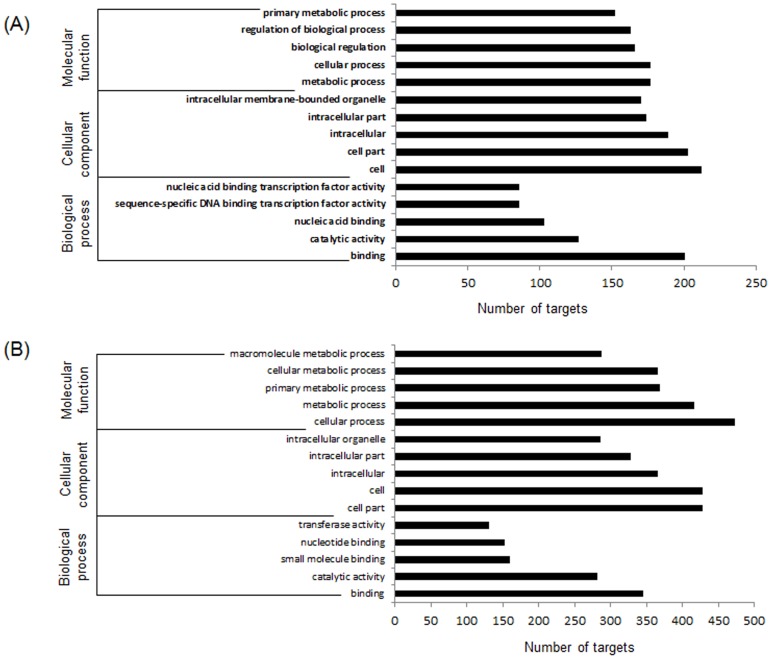
Gene ontology analysis of predicted targets of conserved (A) and novel (B) miRNAs. For each GO category (molecular function, cellular component and biological process) top 5 GO terms obtained through Blast2GO resource (www.blast2go.com) are presented.

### Experimental Validation of Predicted Targets and Expression Profiling

Based on the previous reports targets of a few conserved miRNAs were shortlisted for further validation using a modified RNA ligase mediated random amplification of cDNA ends (RLM-RACE). As the *B. rapa* dataset was not available until recently, the information of the primers used for RLM-RACE was derived from *B. napus*. The RLM-RACE was carried out for *B. juncea* miRNAs miR156_4, miR160_1 and miR164_1. The target for Bju-miR156_4 (TC210178) is a homologue of *A. thaliana* SPL2 (Squamosa Promoter binding Like-2). All clones of SPL2 were found to be cleaved between 10–11 bases from the 5′ end of the miRNA: target hybrid (Figure 4A). Similarly, the target for Bju-miR160_1 (TC165518) is a homologue of *A. thaliana* ARF17 (Auxin Response Factor 17).

**Figure 4:**
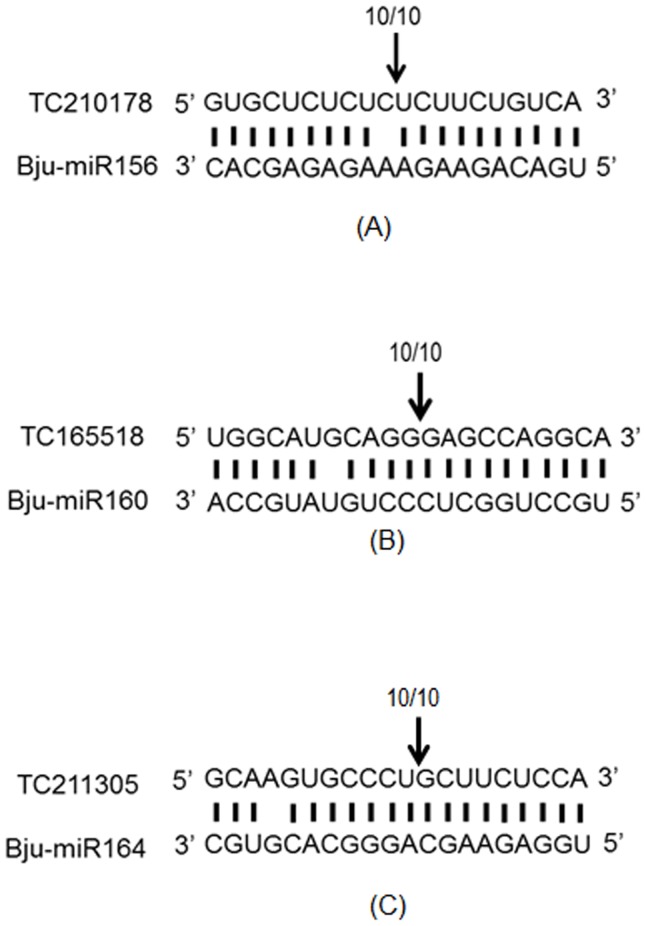
Cleavage site mapping of selected miRNAs using modified RLM-RACE. Targets of the *B. juncea* miR156 (Bju-miR156), miR160 (Bju-miR160) and miR164 (Bju-miR164) were predicted by psRNA target finder. Primers were designed on the basis of the predicted sequences (TC2101178, TC165518 and TC211305). Cleavage products of three miRNA targets were amplified from RACE library, cloned in pGEMT vector and sequenced. The binding region between the miRNAs and the targets is shown. The arrows indicate cleavage site of transcript and the number of positive clones out of the total clones sequenced is indicated in parentheses above the arrow.

Similar to cleavage of TC210178, all the clones of ARF17 homologue (TC165518) had a cleavage site between 10–11 bases from the 5′ end of the miRNA: target hybrid (Figure 4B). In case of TC211305 (target of miR164_1 and a homolugue of *A. thaliana* NAC1) all clones had a cleavage site between 9–10 bases from 5′ end of the miRNA binding site (Figure 4C). The sequence and additional details of these validated miRNA targets are provided in supplementary table S12. Expression analysis of miR156_4, miR160_1, miR164_1 and their respective targets (SPL2, ARF17 and NAC1) was also carried out using real time PCR. A comparison of expression profiles of these miRNAs and their respective targets under different abiotic stresses is depicted in Figure 5. miR156_4 and miR164_1 were upregulated while miR160_1 was downregulated in all the stresses. On the other hand, SPL2-like (TC210178) was upregulated while ARF17-like (TC165518) and NAC1-like (TC211305) were downregulated in all the stresses.

**Figure 5:**
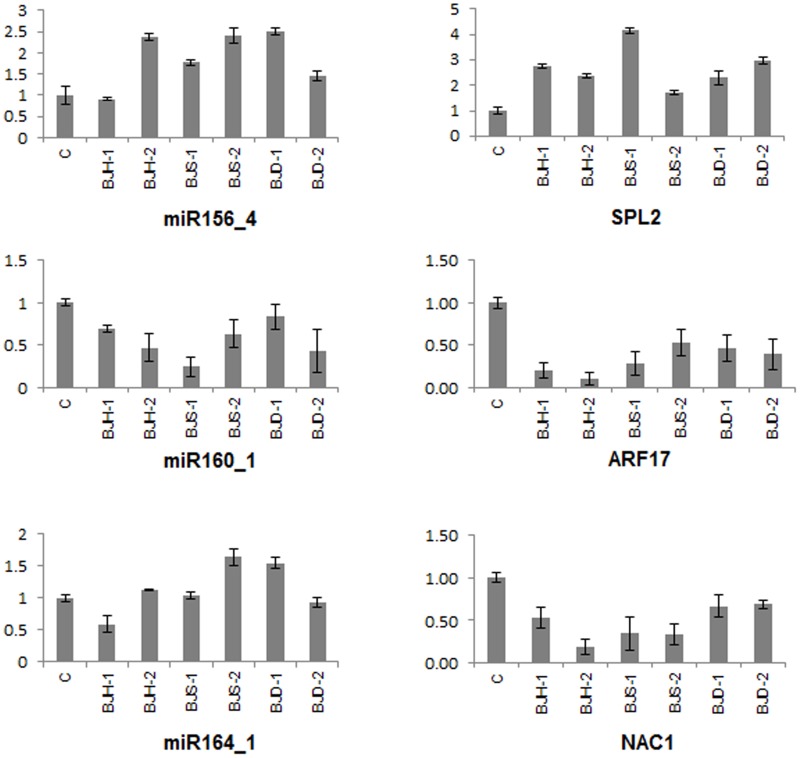
Expression profiling of miRNAs and their targets. The relative abundances of miR156, miR160, miR164 and their respective targets i.e., SPL2 (TC2101178), ARF17 (TC165518) and NAC1 (TC211305) was measured under different abiotic stress conditions using quantitative real time PCR. *B. juncea* seedlings were subjected for varied durations to either high temperature stress either at 35°C (BJH-1) and 42°C (BJH-2) or salinity stress at 150 mM NaCl (BJS-1) and 250 mM NaCl (BJS-2) or drought stress using 20% PEG (BJD-1) or 300 mM mannitol (BJD-2). The mean of three independent biological replicates is presented.

## Discussion

We constructed small RNA libraries from untreated and abiotic stress treated *B. juncea* seedlings. Highthroughput sequencing yielded approximately 25 million reads which were subsequently processed to remove inherent redundancy. Finally, 12.6 million unique sequences were obtained. A very low percentage of the unique sequences were derived from degraded fragments of tRNA, rRNA and sn/snoRNA, which is suggestive of high-quality RNA employed for library construction. 

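Small RNAs of 20 to 24 nt made up 91.5% of the reads in control, 92.4% in high temperature, 89.0% in salinity and 92.0% in drought. The 24 nt reads, the length of siRNAs that direct DNA methylation, began with A in 49.1% of cases in control, 47.5% in high temperature, 51.1% in salinity and 50.8% in drought. The 20 nt reads, the length of miR156_1, began with U in 76.0% of cases in control and 75.5% in high temperature. In salinity 57.6% of the 20 nt reads began with G and 35.5% with U, and in drought 30.2% began with G and 56.5% with U. The 20 nt start of plastid tRNA-His, which begins with G, held 362076 of the 771904 reads of this length in salinity. It held 83507 of 474420 in drought and 28611 of 556865 in control. The 21 nt reads showed no base at the 5′ end in more than 31.7% of cases in any library, the highest being U in salinity.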

Majority of the reads were distributed in a narrow size range of 20–24 nucleotides thereby implicating the role of Dicer proteins in generation of these molecules. The highest proportion of the sequenced RNAs was of 24 nt in putative small RNA data. This result is in agreement with several other studies wherein 24 nt long sRNAs constituted the majority of small RNA population [67]–[71]. Based on the 100% homology with miRBase sequences, 51 conserved miRNAs belonging to 30 families were identified in *B. juncea*. However, due to lack of genomic sequence of *B. juncea,* the complete repertoire of conserved miRNAs could not be discovered. A well annotated genome draft would also make it possible to differentiate identical mature miRNA sequences mapped at different genomic loci, thus increasing the number of miRNA family members. A large portion of sequenced data remained unmapped and is a potential source for discovery of additional miRNAs along with their precursor sequences on availability of draft genome sequence of *B. juncea*. Previously, 43, 54 and 7 conserved miRNA sequences have been reported from *B. napus*, *B. rapa* and *B. oleracea*, respectively. Collectively these miRNAs represent 79 unique sequences. Out of the 79 miRNAs, we were able to identify 27 identical sequences. Additionally, 24 conserved miRNAs not reported so far in any *Brassica* species were also discovered.

We identified 126 novel miRNAs in our dataset. The expression of *B. juncea* miRNAs has been previously studied by two independent groups. In the first study expression of only the conserved microRNAs was studied using microarray [72]. A more comprehensive study using high-throughput sequencing was carried out by Yang *et al.* (2013), resulting in discovery of a sizeable population of conserved and novel miRNAs [47]. However, Yang *et al.* used *Arabidopsis* genomic resources for mapping and identification of precursor sequences of miRNAs while we have generated and utilized specifically *B. juncea* genomic reference in addition to the other publically available *Brassica* resources as reference for small RNA mapping and precursor identification.

We discovered 32 and 37 star miRNA sequences for the 51 conserved and 126 novel miRNAs, respectively. Several studies have demonstrated that invariably a higher number of mature miRNA are discovered than the star miRNAs because during miRNA biogenesis, star sequence is rapidly degraded [12], [73]–[77]. Our analysis reveals that higher expression levels of mature sequence cannot be correlated with the discovery of the counterpart star sequence as we have identified star sequences for even the less abundant mature miRNAs (frequency as low as 1 TPM). 

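The share of conserved miRNAs with a star listed by the paper grew with the abundance of the mature miRNA in control. Stars of the 19 without a listed one were not searched for, so the shares describe the paper's list. A listed star was read for 3 of 9 conserved miRNAs under 1 TPM, 10 of 18 between 1 and 10 TPM, 9 of 13 between 10 and 100 TPM and 10 of 11 above 100 TPM. The median abundance was 21.1 TPM for the 32 with a star and 3.35 TPM for the 19 without. Both directions had exceptions. miR167_1 was the most abundant conserved miRNA without a listed star, and miR319_2, named after its values were seen, had a star with 4 reads at a single mature read in control. Among the Bju-N miRNAs of Table S6, all of which have a star, 11 of 37 were under 1 TPM, with a median of 1.68 TPM, against 23 of 89 and 1.49 TPM in Table S8. From the stars of the less abundant mature miRNAs, the paper reasons that a higher level of the mature sequence cannot be correlated with the discovery of its star.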

Apparently stability of the star miRNA determines its steady state levels and therefore a greater depth sequencing coverage could possibly reveal additional star miRNA sequences. It will be worthwhile to study the biological significance of star miRNAs in *B. juncea* as previous studies have indicated that individual strands of miRNA duplex are used as guide strands to regulate genes involved in distinct processes [78], [79].

We used publicly available genomic and transcriptomic datasets from different *Brassica* species for mapping of the small RNA sequences. Additionally, we also generated a reference genome of *B. juncea* at 8× coverage using paired end sequencing on Illumina GAIIx onto which the small RNA sequences were mapped. The largest percentage (28.6%) of putative small RNA population mapped to *B. juncea* dataset followed by *B. rapa* genome dataset (18%; Supplementary Table S13). However the number of precursors that folded into canonical hairpin structure was higher in sequences extracted from *B. rapa* than *B. juncea* resources. We believe that this is essentially due to the partially assembled contigs of the *B. juncea* dataset. Conceivably, additional conserved and novel miRNAs can be identified from a better assembled genomic framework in *B. juncea*.

Digital gene expression of predicted miRNAs shows that majority of miRNAs were expressed in all three stresses included in this study. However, the expression of many of these varied among different stresses. 

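Of the 51 conserved miRNAs, 42 were read in all 3 stress libraries, and these 42 were also read in control. No reads were found for 8 in high temperature, the library with 0.548 times the reads of control, for 3 in salinity and for none in drought. Those with 0 reads in a library were miR169_5, miR395_2, miR395_3, miR399_2, miR399_3, miR828_1, miR845_1, miR2111_2 and miR2111_3, a list drawn up after the values were seen. miR395_2 was the most abundant of them in control and had 20 reads in salinity and 12 in drought. In high temperature, its level was at or under the limit of 0 reads, a log2 fold change of −1.72 or lower.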

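The miR169 family was lower in high temperature (log2 fold change of summed TPM −0.68, 95% interval −1.01 to −0.36) and salinity (−0.82, −1.09 to −0.54) and higher in drought (0.99, 0.79 to 1.19). The miR395 family was lower in high temperature (−3.09, −5.01 to −1.66) and higher in salinity (0.90, 0.44 to 1.38). The miR319 family was higher in all 3 libraries, at 0.84 (0.24 to 1.44), 1.13 (0.63 to 1.65) and 1.15 (0.66 to 1.66). miR165_1 had 0.14 (0.03 to 0.24) in high temperature and 0.89 (0.81 to 0.97) in salinity and was lower in drought (−0.18, −0.27 to −0.09). With TMM or DESeq2 scaling its drought interval would include 0. Differences between the stresses themselves were not tested.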

Previous studies have also demonstrated stress specific regulation of miRNAs [24], [29], [80]–[83]. Based on the resources available in *B. napus* and *B. rapa*, we predicted the targets of conserved and novel miRNAs using psRNA target finder. Multiple targets were predicted for many miRNAs as has been reported previously [84], [85]. The exact role of miRNAs and their targets in controlling abiotic stress responses in *B. juncea* will be evident with gain/loss of function studies. GO analysis of the targets predicted for the novel miRNAs indicate, that a substantial number of them have nucleic acid binding property and may therefore represent transcription factors.

Two approaches were chosen to validate the targets of conserved miRNAs. Expression profiling of miRNA and its predicted target was carried out for ascertaining inverse correlation and RLM-RACE was exploited to map the cleavage site in the target. A coordinated interplay between miR156 and miR172 levels mediated by SPL2 (target of miR156) determines the phase changes in plants [86]–[88]. Increased levels of miR156 are concomitant with decreased levels of SPL2 and miR172 during developmental transition [89], [90]. 

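The miR172 family, whose targets are AP2-like transcription factors, was lower in high temperature (log2 fold change of summed TPM −1.19, 95% interval −1.44 to −0.94) and in salinity (−0.61, −0.78 to −0.43) and higher in drought (0.71, 0.57 to 0.85). The miR156 family, which targets SPL genes, was at 0.05 (0.04 to 0.06) in high temperature and lower in salinity (−0.61, −0.62 to −0.61) and drought (−0.77, −0.78 to −0.76). miR156_1 sets these values, and without it the miR156 family was at 1.33 in high temperature, −0.20 in salinity and −0.52 in drought, values that rest largely on miR156_2, for which read errors of miR156_1 are not excluded. Without miR172_1 the miR172 family was at −0.01 in salinity and 1.08 in drought. The members that the paper measured by qPCR, miR156_4 and miR172_2, had 0.41 and −1.83 in high temperature, 2.17 and −0.56 in salinity and 0.26 and 0.29 in drought in the libraries. The intervals of 0.41, −0.56, 0.26 and 0.29 include 0. miR156_4 is 1 substitution from miR157_1 and had 0.279% of its reads over the 4 libraries. Of the other 62 such neighbours 10 had more. Its share of miR157_1 rose as much or more in 19 of 27 neighbours in high temperature and 6 of 27 in drought. Read errors of miR157_1 are therefore not excluded there. In salinity 0 of 32 neighbours rose as much.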

Our expression data reveals an inverse concurrence between the levels of miR156 and miR172 in abiotic stresses. Moreover RLM-RACE results demonstrate that SPL2 transcript is cleaved *in vivo*. However, an inverse corelation in the levels of miR156 and SPL2 (amplified on the basis of information available in *B. napus*) was not observed in the present study. SPL family is represented by 17 members in *Arabidopsis* out of which 11 are targeted by miR156 family members. In light of the polyploid and complex genome it is conceivable that many more SPL members are present in *B. juncea*, and SPL2 might not be an authentic target of miR156 under conditions of abiotic stress. In future, *de novo* transcriptome and degradome sequencing under these conditions can be exploited to reveal the true targets for miR156. Nevertheless, inverse correlation between the miR156 and miR172 levels under abiotic stress conditions and presence of an *in vivo* cleaved SPL2 mRNA, expands the prospects of miR156-SPL-miR172 cascade playing an imperative role in response to abiotic stresses. Similar to the pair of miR156 and its predicted target SPL2, we observed that mRNA of ARF17 (a predicted target for miR160) was cleaved *in vivo* between 10–11 position from 5′ end of miR160 binding site. However transcripts level of ARF17 did not exhibit an inverse correlation with the miR160 levels. In contrast NAC1 (a predicted target for miR164) displayed an inverse correlation with miR164 levels. Both ARF and NAC proteins are involved in auxin homeostasis and may therefore regulate stress tolerance through a complex interaction of plant hormones.

Expression of a few novel miRNAs was also detected by QPCR and the results indicate that some of these miRNAs might be involved dynamically involved in modulating expression of stress related factors. Of particular interest are predicted targets of BjuN21 and BjuN35. One of the targets that can possibly be targeted by BjuN21 is glycine decarboxylase (GDC) P-protein. This protein is a part of glycine cleavage complex which in conjugation with serine hydroxymethyltransferase aids in conversion of glycine to serine. Partial involvement of glycine decraboxylase in beatine accumulation has been indicated and therefore regulation of glycine decraboxylase by BjuN21 can possibly moderate the levels of osmoprotectant glycine betaine [91]. Additionally, GDC inhibition is sufficient to mount an oxidative burst which results in programme cell death [92]. Programme cell death is a defence mechanism elicited by plants in response to invading pathogens. In this context it will be worthwhile to investigate the expression of BjuN21 under biotic stresses in *B. juncea*. BjuN35 potentially targets β-glucosidase 16 like gene. There are 48 members of β-glucosidase gene family in *Arabidopsis* and there is irrefutable evidence implicating some of them in modulating cellular ABA levels. Oxidation as well as conjugation plays an important role in catabolism of ABA. Conjugation of glucose with ABA renders it inactive and it has been shown that β-glucosidase removes glucose from ABA in response to dehydration stress thereby rapidly replenishing the cellular ABA pool [93]. Additionally, over-expression of *A. thaliana* β-glucosidase gene has been shown to increase drought resistance in *Arabidopsis* and creeping bentgrass [94], [95]. It is conceivable that BjuN35 regulates active ABA levels in *B. juncea* by managing levels of β-glucosidase transcripts.

In conclusion, we have generated in this study, the first comprehensive abiotic stress influenced small RNA dataset in *B. juncea*. The combinatorial approach of NGS and computational methods led to the discovery of 51 conserved and 126 novel miRNAs. The present study provides a holistic view of *B. juncea* miRNAome under conditions of high temperature, salinity and drought. The catalogue of miRNA sequences, their expression and putative targets, generated in this study can be utilized to design crop improvement strategies in *B. juncea* and related species.

## Supporting Information

Figure S1 **Size distribution of the putative small RNA population.** Following elimination pipeline both the redundant (represented by striped bars) and the unique (represented by black bars) small RNAs were analyzed for their length (X-axis) versus their absolute number (Y-axis). Most of the small RNAs are in the size range of 20–24 nucleotides.
(XLSX)

Figure S2 **Digital gene expression was used to categorize both (A) conserved and (B) novel miRNAs that were responsive to high temperature (BJH), salinity (BJS) and drought stress (BJD).** The number of miRNAs that were regulated exclusively or by more than one stress condition has been presented.
(XLSX)

Figure S3 **Overlap of conserved miRNAs identified in** ***B. juncea*** **with previously reported miRNAs in** ***B. rapa, B. napus and B. oleracea*** **.**
(XLSX)

Figure S4 **Overlap of conserved miRNAs identified in** ***B. juncea*** **with previously reported miRNAs in** ***A. thaliana*** **and** ***A. lyrata*** **.**
(XLSX)

Table S1 **Details of primers used in this study.**
(XLSX)

Table S2 **The total number of purity filtered sRNA reads obtained through high-throughput sequencing and the number of sRNA reads having adapter sequence both in redundant and unique datasets.**
(XLSX)

Table S3 **Conserved miRNA sequences identified in** ***B. juncea*** **with their absolute counts, normalized counts and fold change values in control and different abiotic stress conditions.**
(XLSX)

Table S4 **Precursor sequences of conserved miRNAs.**
(XLSX)

Table S5 **Variants of conserved miRNA sequences identified in** ***B. juncea.***
(XLSX)

Table S6 **True novel miRNA sequences identified in** ***B. juncea*** **with their absolute counts, normalized counts and fold change values in control and different abiotic stress conditions.**
(XLSX)

Table S7 **Precursor sequences of true novel miRNAs.**
(XLSX)

Table S8 **Candidate novel miRNA sequences identified in** ***B. juncea*** **with their absolute counts, normalized counts and fold change values in control and different abiotic stress conditions.**
(XLSX)

Table S9 **Precursor sequences of candidate novel miRNAs.**
(XLSX)

Table S10 **Putative targets of conserved miRNAs predicted in** ***B. rapa*** **.**
(XLSX)

Table S11 **Putative targets of true novel and candidate novel miRNAs predicted in** ***B. rapa*** **.**
(XLSX)

Table S12 **Sequences and additional details of targets validated by 5′ RLM-RACE.**
(XLSX)

Table S13 **Mapping summary of putative small RNA population.**
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

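Small RNAs of 7-d old *B. juncea* seedlings were read in 4 libraries, control (BJC), high temperature (BJH), salinity (BJS) and drought (BJD), with 1 library per condition. Per the methods, the authors trimmed the 3′ adapter from the GAIIx reads, kept sequences of 16 to 30 nt and removed low-complexity sequences, sequences with N and matches to tRNA, rRNA, snRNA and snoRNA with the UEA small RNA workbench. The values deposited by the authors are raw read counts of each different sequence in a library, with no normalization and no mapping step. The files were checked to hold 0 sequences with N and no length outside 16 to 30 nt, and they sum to 18906369 reads of 8371367 different sequences, the totals of putative small RNAs in Table 1. The raw reads, the libraries before the filter and a reference genome were not used.

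The sequences of the 51 conserved miRNAs and their stars were taken from Table S4, the variants from Table S5, the 37 Bju-N miRNAs with a star from Table S6 with their stars from Table S7, and the 89 candidates from Table S8. Reads were assigned by exact match. TPM is reads times 1000000 over all reads of the library's file, which is also the total that the reads and TPM of Table S6 imply. A fold change is the TPM in a stress library over the TPM in control, and a miRNA was counted as different at 2-fold or more (log2 fold change of 1 or −1). A miRNA with 0 reads in a library was left out of the counts and medians of fold changes, and where a bound is given it was set with 3 reads in place of 0. In the lists below such a miRNA was entered at its bound. A family is the sum of the members that Table S4 lists under its name, so that miR160 holds the sequences of miR161 and miR162. No test between conditions was made, since each has 1 library, and intervals are exact binomial (Clopper-Pearson) for ratios, exact Poisson for TPM, Wilson for shares and bootstrap for medians over variants. The number of miRNAs that counting error alone would place at 2-fold was taken from 1000 simulated experiments in which each miRNA had the same expected share in all libraries. Because the 3 stresses share 1 control library, these simulations also kept a common control for the overlaps.

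The miRNAs named in the text follow a rule. They are every miRNA that the paper names with a count, a fold, a qPCR profile or a RACE result, the 10 most abundant conserved miRNAs in control, for each stress the 10 conserved and 5 Bju-N miRNAs with the largest change among those with at least 10 reads in control or stress and a 95% interval that excludes 1, and the members of the lists that differ at least 2-fold by the same rule. Counts and folds of the Bju-N miRNAs in Tables S6 and S8 and counts in Table S5 had been seen in the paper. Names outside the rule are marked as chosen after their values were seen, or belong to a complete list. The rule, the 5 lists, the main settings and the first group of alternatives below were set before the data were examined.

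The lists hold conserved miRNAs by their known targets or family: developmental transcription factors, the auxin pathway, nutrient and copper homeostasis, the small RNA pathway, and families of Brassicaceae. miR164_1 and miR164_2 are in both of the first 2 lists, and miR390_1 is in the auxin and the small RNA list. In the nutrient and copper list miR398_1 is matched by Table 3 to the 5p arm and miR2111_1 to the 3p arm, not to the arm known for its targets. Members with at least 10 reads in control or stress entered the median, and its percentile was taken among 10000 random lists in which each member was replaced by one of the 100 sequences of 20 to 22 nt nearest to it in mean abundance. Stars were counted as detected with at least 1 read of a listed sequence in the 4 libraries. A miRNA without a listed star was not searched for one. Each sequence of Tables S5, S6 and S8 was set beside the most abundant sequence at 1 or 2 substitutions or 1 nt at an end, and beside its nearest conserved miRNA. For the 5′ ends, all reads that overlap a miRNA's sequence by at least 15 nt without a mismatch were taken, whatever lies beyond the overlap.

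The alternatives of the first group were TMM (edgeR 4.0.16) and median-of-ratios size factors (DESeq2 1.42.0, R 4.3.3) over 60752 sequences of 18 to 26 nt with at least 20 reads, counting all sequences of 19 to 24 nt that share the first 18 nt of a miRNA (3′ length variants), a minimum of 10 reads, a pseudocount of 0.5 reads, an interval that excludes 1, the folds printed in Tables S6 and S8, other denominators of the length shares, families with other members, stricter star and detection limits, and lists limited to 50 reads. Counting 3′ length variants pools listed miRNAs with the same first 18 nt, such as miR172_1 with miR172_3, miR319_1 with miR319_2 and Bju-N18 with Bju-N21. Added later were a log2 threshold of 0.95, the same threshold on the printed folds, totals without the sequences that begin like plastid tRNA-His (first 16 nt), and all settings of the overlaps and of the single miRNAs. Counting, intervals and simulations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9. Colours of Fig. 1A were read with Pillow 12.0.0.

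The calls were tested on simulated data with the depths of the libraries, in 6392 sequences of which 200 were changed. Calls at 2-fold with at least 10 reads in either library and an interval that excludes 1 found 70%, 72% and 74% of the sequences changed by a log2 of 1.5 in high temperature, salinity and drought and 83%, 92% and 90% of those changed by 2, called 2.07%, 1.89% and 1.68% of the unchanged ones, and the 95% intervals held the true ratio in 96.5%, 96.5% and 96.1% of cases.

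The qPCR, RACE, target and gene ontology results of the paper have no data in the deposited files and were not analysed. The folds of the conserved miRNAs in Table S3 were not available.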

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

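The sequences of the plastid tRNA starts were looked at only after the most abundant sequences of the libraries had been seen, and the test of the Table S5 variants against a sequencing adapter was chosen after its result was seen. The sequences of miR408, miR396a and miR400 were listed in advance.

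Signals stood above control in sequences that the paper does not report as miRNAs. The 20 nt start of plastid tRNA-His had 28611 reads in control, 362076 in salinity (log2 fold change 3.74, 95% interval 3.72 to 3.76) and 83507 in drought (1.51, 1.49 to 1.53). The 19 nt start of plastid tRNA-Arg had 812 reads in control and was higher in high temperature (2174 reads; 2.29, 2.17 to 2.41), salinity (9009 reads; 3.55, 3.45 to 3.65) and drought (7569 reads; 3.18, 3.08 to 3.29). No test of how these fragments came to differ was run.

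miR408, which is not among the 51 conserved miRNAs and is listed by the paper as a star of Bju-N4, had 7 reads in control, 18 in salinity (1.44, 0.11 to 2.94) and 28 in drought (1.96, 0.73 to 3.40). In drought miR396a had 88 reads against 40 (1.099, 0.54 to 1.68), and it had −0.65 (−1.64 to 0.26) in high temperature and 0.48 (−0.14 to 1.11) in salinity. miR400 had 516 against 213 in drought (1.24, 1.00 to 1.48) and was lower in high temperature (−1.17, −1.63 to −0.72) and salinity (−0.71, −1.05 to −0.39).

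Most variants of Table S5 may be read errors of the abundant miRNA they resemble. The median variant had 0.189% of the reads of its nearest conserved miRNA, as errors would give. Among the 54 variants with at least 100 reads the share of the median variant differed 2.11 times (95% bootstrap interval 1.85 to 2.38) between the highest and lowest library, where counting error alone gives 1.25 times. This lies between the bounds of 1.5 and 3 set in advance and so decides nothing. Whether the bound of 1.5 was too low for errors is open. The median share of the single-substitution neighbours of the 5′ sequencing adapter differed 1.61 times between libraries. It rests on few reads, since the median neighbour had 0.137% of 8736 adapter reads. For the plastid tRNA-His start, with 501732 reads, it also differed 1.61 times. Both are ratios of library medians, whereas 2.11 is a median of the ratios of single variants. Against the single-substitution neighbours of the 5′ sequencing adapter, a synthetic sequence with 8736 reads, 93.6% of the variants with 1 difference (132 of 141, 95% Wilson interval 88.3 to 96.6%) took a smaller share than 1.64%, under which nearly all of those neighbours lie. The limit set in the same way was lower for the tRNA-His start (1.03%), miR156_1 (0.707%) and miR157_1 (0.857%). It was higher for miR166_1 (2.93%) and miR168_1 (2.12%). The variants were set against the adapter's limit alone. Real variants at a low level stay open, above all for those of miR159_1 and miR319_1 with 7.78% and 14.5% of the nearest conserved miRNA. The variant of miR1885 and the 2 of miR408 are 9 or 10 differences from any of the 51 conserved miRNAs and are not covered, and no biological explanation was tested.

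Most Bju-N miRNAs may be fragments of longer RNAs. Of the reads that overlap the median Bju-N miRNA, 21.7% (95% bootstrap interval 16.4 to 27.6%) began at its own 5′ end, against 95.1% for the conserved miRNAs, and among miRNAs with under 100 reads the medians were 18.2% and 88.2%. Bju-N miRNAs with an own start in over 75% of these reads were 19 of 126. Among them were Bju-N1 with 98.4%, Bju-N2 with 90.9%, Bju-N5 with 98.8% and Bju-N38 with 99.2%. For these 19 the share of own starts cannot decide, since a fragment of a longer RNA can also have a fixed 5′ end. The start of plastid tRNA-His, such a fragment, had 501732 reads of the same sequence. Bju-N8, named after its values were seen, is also among the 19 and shares its start with miR167_1. Of its 13786 own-start reads, 149 were of its exact sequence. Loci that yield many overlapping siRNAs stay open, since 24 nt reads made up a median of 33.1% of the overlapping reads of the Bju-N miRNAs and 0% for the conserved ones.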

How the results depend on the processing

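Chosen after the results were seen were the log2 threshold of 0.95, the same threshold on the printed folds, the totals without the plastid tRNA-His start, and all settings of single miRNAs and overlaps. No paired analysis was possible because each condition has 1 library.

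Of the alternative values of the main results 108 stayed within their limits (1.5 times for counts, the 95% interval for other values), 63 moved and 0 reversed, where only a value whose interval excludes 0 can reverse. The median of the nutrient and copper list, whose interval includes 0 in salinity and drought, changed sign in both when members with at least 50 reads were taken (−0.13 to 0.28 and −0.24 to 1.31). Taking all reads of the file or the totals implied by Table S6 as denominator gives the same totals, so the 14 values of each among the 108 could not move.

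Conserved miRNAs that differed at least 2-fold in drought (11) were 17 with DESeq2 size factors, 7 with at least 10 reads, 7 with an interval that excludes 1, and 17 at the 0.95 threshold. In salinity (14) they were 9 with an interval that excludes 1. The other alternatives left these counts within 1.5 times, as did all alternatives in high temperature. The scaling adds one value to every log2 fold, and the stricter rules test fewer miRNAs.

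For the Bju-N miRNAs the counts in high temperature, salinity and drought (41, 40 and 37) were 22, 19 and 21 with 3′ length variants, 17, 20 and 16 with at least 10 reads, and 8, 12 and 10 with an interval that excludes 1. The folds printed in Tables S6 and S8 gave 95 in salinity, and 96 at the 0.95 threshold.

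The miR156 family was at 0.087, −0.41 and −0.65 in high temperature, salinity and drought with TMM, at 0.11, −0.38 and −0.64 with DESeq2, at 1.33, −0.20 and −0.52 without miR156_1, at 0.041, −0.56 and −0.74 with miR157_1 added, and at 0.059, −0.47 and −0.75 without the tRNA-His start. With 3′ length variants it was at 0.082 in high temperature. The miR172 family in salinity was at −0.40 with TMM, −0.37 with DESeq2 and −0.0087 without miR172_1, and in drought at 1.08 without miR172_1.

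The share of 24 nt reads in control, high temperature, salinity and drought was 44.2, 42.8, 37.5 and 43.8% of reads of 18 to 26 nt, 47.2, 47.3, 44.2 and 46.8% of different sequences, 46.2, 45.0, 37.9 and 44.6% without the conserved miRNAs, and 43.0, 42.1, 40.0 and 43.5% without the tRNA-His start. It was lowest in salinity under each of these.

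Stars with at least 5 reads were found for 21 conserved and 22 Bju-N miRNAs, and with at least 10 reads for 12 and 21. At least 3 reads in each library were found for 66 Bju-N miRNAs. With 3′ length variants miR156_1 had 70755 TPM and Bju-N1, which shares its start with miR168_1, 3115. With members of at least 50 reads, the nutrient and copper list had a median of −0.93 in high temperature and 1.31 in drought, each from miR398_1 alone, and the small RNA list one of −0.82 in high temperature. With 1 substitution alone, 2 sequences of Table S8 lay under 5% of a neighbour. Unless a reason is given, the cause was not tested.

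Of the alternative values of 45 folds of single miRNAs, 127 stayed within their interval, 7 moved and 1 reversed, that of Bju-N79 in high temperature, −0.29 with 3′ length variants, where the cause was not tested. Under TMM and DESeq2 alone 86 of 90 stayed, and miR166_1 (1.24 and 1.26) and miR165_1 (1.1 and 1.12) moved in salinity.

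Depth limits the Bju-N miRNAs most, since 60 to 69 of the 126 had under 10 reads in both libraries of a comparison. High temperature, with 0.548 times the reads of control, has the highest limit for 0 reads, 1.02 TPM.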

Differences from the paper's values

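The 0.95 threshold named below was chosen after the values were seen. The paper's threshold is 2-fold.

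For Bju-N miRNAs at least 2-fold different in salinity the paper gives 96 and the files give 40. Of the alternatives set before the data were examined, the folds printed in Tables S6 and S8 are within 1.5 times (95), and the others are not: 40 with either other denominator, 38 with TMM or DESeq2, 19 with 3′ length variants, 20 with at least 10 reads, 43 with a pseudocount and 12 with an interval that excludes 1. The printed folds at a threshold of 0.95, chosen after the values were seen, give the paper's 96 and drop none of the 95, and the files at 0.95 give 43.

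For conserved miRNAs shared by salinity and drought the paper gives 2 and the files 4. The 3′ length variants, which pool the reads of miR319_1 and miR319_2, give 3, which is within 1.5 times of the paper's 2. The others do not: 4 with either other denominator, TMM or DESeq2, and 1 with at least 10 reads, a pseudocount or an interval that excludes 1.

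For Bju-N miRNAs in high temperature and salinity the paper gives 23 and the files 11. The printed folds give 20, and the other settings from 2 to 12. In high temperature and drought the paper gives 6 and the files 11, and TMM and DESeq2 (9 each), a pseudocount (7) and the printed folds (5) are within 1.5 times, while the other denominators (11), 3′ length variants (2), at least 10 reads (3) and an interval that excludes 1 (2) are not. In salinity and drought the paper gives 17 and the files 4, and the printed folds give 17 and the other settings 1 to 4. In all 3 stresses the paper gives 10 and the files 4, and a pseudocount (8) and the printed folds (10) are within 1.5 times, while the other settings give 0 to 4. At the 0.95 threshold, chosen after the values were seen, the printed folds give 23, 6, 17 and 10, all the paper's, and the files 13, 11, 5 and 5.

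For candidates with over 100 reads in control the paper gives 3 and Table S8 and the files give 1, with no alternative set.

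The paper names salinity as the stress with the most Bju-N miRNAs at least 2-fold different, and in the files the counts are close and the order depends on the setting, with 41 in high temperature and 40 in salinity, 22 and 19 with 3′ length variants, 41 and 38 with TMM and 40 and 38 with DESeq2, whereas salinity has the most with a pseudocount (39 and 43), with at least 10 reads (17 and 20), with an interval that excludes 1 (8 and 12) and in the printed folds (41 and 95). As the most abundant member of miR169 in control, Table 2 gives the sequence of miR169_3 (UAGCCAAGGAUGACUUGCCUG), which had 94 reads there, while miR169_1 had 102 and miR169_2 had 97, a difference within the counting intervals. The paper names Bju-N39 and Bju-N40 as the candidates that follow Bju-N38, and neither is in Table S8, where Bju-N41 with 76 reads follows. The counts it gives for them are those of Bju-N4 and Bju-N5 in Table S6. It gives a least number of mismatches to known miRNAs, in its methods to those of miRBase, which was not available here. Against the 51 conserved miRNAs alone 121 of the 126 Bju-N miRNAs meet it and 5 do not, and of the 121, Bju-N38 with 2 differences from miR827 and Bju-N74 with 1 from miR400 do not meet it either. Only a short list of miRNAs outside the 51 was compared, so more of the 121 may not meet it. Bju-N4, whose most frequent star is identical to miR408, was not compared with the other arm of that hairpin. In Fig. 1A, the conserved miRNAs with a log2 fold change of at least 0.3 in either direction have the colour of the opposite sign in 33 of 33 cells of the high temperature part and of the same sign in 33 of 33 cells for drought and 32 of 32 for salinity. The paper states an inverse relation between the levels of miR156 and miR172 in the stresses. In the files the summed families went opposite ways in high temperature (0.05 and −1.19) and drought (−0.77 and 0.71), where the 0.05 of miR156 is a ratio of 1.04. They were both lower in salinity (−0.61 each), where the values without miR156_1 and without miR172_1 are −0.20 and −0.0087. These are sums of library reads, and the paper's qPCR measured single members. Of these, miR156_4 and miR172_2 had 0.41 and −1.83 in high temperature, 2.17 and −0.56 in salinity and 0.26 and 0.29 in drought. The intervals of 0.41 and 0.26 for miR156_4 and of −0.56 and 0.29 for miR172_2 include 0. In no stress are both directions determined.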

Other observations

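The test of the TPM columns of Table S8 and the comparisons of Bju-N miRNAs and their stars with miRNAs outside Table S4 were chosen after the results were seen.

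The count of 96 Bju-N miRNAs that the paper gives for salinity may come from the scale of a column. The TPM printed in the salinity column of Table S8 is 0.1 times the reads per library total for each of the 86 miRNAs with salinity reads. It is 1 times in the other columns of Table S8, and the printed salinity reads of all 89 equal those counted here. With the printed folds 95 Bju-N miRNAs differ at least 2-fold in salinity. The ratio of 0.1 fits a salinity column that is on another scale than the others, and with TPM from the files the count is 40.

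The qPCR profiles of the paper and the libraries are unlike in samples and scaling, since the qPCR values are means of 3 biological replicates at each dose relative to 5S rRNA and a library is 1 pool of the doses and time points of a stress relative to all its reads, so a different direction in the values below contradicts neither. miR395_2, reported as higher in all stresses, had 18 reads in control, 0 in high temperature (log2 fold change of −1.72 or lower), 20 in salinity (0.23, 95% interval −0.76 to 1.23) and 12 in drought (−0.62, −1.81 to 0.51). Fig. 2 and Table S1 name miR395_3 in its place, which had 6, 0, 15 and 1 reads in control, high temperature, salinity and drought. miR390_1, reported as lower in all stresses, was lower in each of the 3 libraries, and miR172_2, reported likewise, had −1.83 in high temperature, −0.56 in salinity and 0.29 in drought. Bju-N30, reported as lower in all, had 4 reads in control, 4 in high temperature, 3 in salinity and 0 in drought. Bju-N29 and Bju-N21, reported as higher in salinity and drought and lower in high temperature, had log2 values of 0.45, 1.08 and 0.55 and of 1.45, −0.60 and −2.04 in high temperature, salinity and drought. These values rest on few reads, 21 for Bju-N29 and 27 for Bju-N21 in the 4 libraries together. Bju-N31, reported as high in salinity, had 2 reads there against 4. Bju-N35, reported as lower in high temperature and salinity, had 5 and 0 reads against 2.

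miR156_4 and miR164_1, reported as higher in all stresses, had 0.41, 2.17 and 0.26 and −1.19, 0.34 and 0.41 in the same order, and miR160_1, reported as lower in all, had −2.05, −1.63 and 0.61. Bju-N38 and Bju-N135, both reported as higher, had −1.70, −0.96 and 1.46, and 2.45, 1.08 and 1.77. The values of Bju-N135 rest on 19 reads in the 4 libraries together.

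Bju-N74 is 1 difference from miR400. The most frequent star of Bju-N4, AUGCACUGCCUCUUCCCUGGC with 57 reads, is identical to miR408, and that of Bju-N10, UGUGUUCUCAGGUCACCCCUG with 14 reads, is identical to miR398b. The miR824 sequence had log2 fold changes of −0.67, −0.96 and 0.96, and the TAS3-derived tasiR-ARF was lower in salinity with −1.09.

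Sequences contained in the 5′ sequencing adapter took 0.320% of the reads in control, 0.125% in high temperature, 0.132% in salinity and 0.306% in drought.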
